# Reorganization of the 3D chromatin architecture of rice genomes during heat stress

**DOI:** 10.1186/s12915-021-00996-4

**Published:** 2021-03-19

**Authors:** Zhe Liang, Qian Zhang, Changmian Ji, Guihua Hu, Pingxian Zhang, Yifan Wang, Liwen Yang, Xiaofeng Gu

**Keywords:** Hi-C, Rice, Heat stress, TAD, Plant, Chromatin organization, ATAC-seq, A/B compartment

## Abstract

**Background:**

The three-dimensional spatial organization of the genome plays important roles in chromatin accessibility and gene expression in multiple biological processes and has been reported to be altered in response to environmental stress. However, the functional changes in spatial genome organization during environmental changes in crop plants are poorly understood.

**Results:**

Here we perform Hi-C, ATAC-seq, and RNA-seq in two agronomically important rice cultivars, Nipponbare (Nip; *Japonica*) and 93-11 (*Indica*), to report a comprehensive profile of nuclear dynamics during heat stress (HS). We show that heat stress affects different levels of chromosome organization, including A/B compartment transition, increase in the size of topologically associated domains, and loss of short-range interactions. The chromatin architectural changes were associated with chromatin accessibility and gene expression changes. Comparative analysis revealed that 93-11 exhibited more dynamic gene expression and chromatin accessibility changes, including HS-related genes, consistent with observed higher HS tolerance in this cultivar.

**Conclusions:**

Our data uncovered higher-order chromatin architecture as a new layer in understanding transcriptional regulation in response to heat stress in rice.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-021-00996-4.

## Background

Spatial organization of the three-dimensional (3D) genome plays crucial roles in gene transcription regulation and controlling multiple biological processes in eukaryotic organisms [1–3]. Chromosome conformation capture technologies, such as Hi-C, have been developed as powerful tools for 3D genome analysis and have revealed several global and local levels of chromatin organization, including (1) megabase-scale A and B compartments that are related to active and inactive gene expression, respectively [4]; (2) sub-megabase-scale domain, called topologically associating domains (TADs), which are 3D structural basic units that are separated from each other and are important for transcription regulation and replication [5]; and (3) chromatin loops, such as enhancer-promoter interactions that are directly involved in transcriptional regulation [6].

In plants, 3D chromatin organization maps have been reported in model *Arabidopsis* and several crops, including rice, maize, barley, and tomato [7–15], and have revealed that 3D chromatin architectures are highly correlated with the functionality of the genome. The impact of environmental changes on 3D chromatin organization has been reported in few eukaryotic species [16–18]. However, how the 3D chromatin changes in response to stress remains largely elusive in crops. In this study, we used Hi-C to examine the dynamics of the 3D genome during heat stress in two rice (*Oryza sativa*) cultivars Nip and 93-11. Our result suggests that heat stress affects A/B compartment transition, TAD size, and long-range interactions. By integrating Hi-C, RNA-seq, and ATAC-seq, we found that chromatin organization changes are associated with chromatin accessibility and gene expression changes. Interestingly, we found that 93-11 exhibited more dynamic gene expression and chromatin accessibility changes than Nip, coinciding with higher HS tolerance in 93-11 [19]. Taken together, our data uncovered 3D chromatin architecture as a new layer in understanding transcriptional regulation in response to heat stress in crops.

## Results and discussion

### Chromatin 3D structure dynamics in response to heat stress in rice

We first performed Hi-C experiments with two biological replicates from a 4-cutter restriction enzyme Dpn II digested aerial parts of 3-week-old Nip and 93-11 seedlings and obtained more than 130 million valid contacts in each. The Pearson correlation of chromatin interactions showed that replicates were largely correlated (Additional file 1: Fig. S1a,1b and Additional file 2: Table S1), suggesting high reproducibility of the Hi-C experiment. Long-range compartmentalization (A/B compartments) was examined using principal component analysis (PCA) of normalized Hi-C matrices. We identified A/B compartments in Nip and 93-11 and found that 82% of their genomes share synteny A/B compartments and their distribution patterns were highly conserved between Nip and 93-11 (Fig. 1a). The A compartment was more euchromatic, and the B compartment contained centromeres and pericentromeric regions, which was in line with the recent findings [7]. Of note, the A compartment displayed higher integrity of synteny pairs than that of the B compartment in both Nip and 93-11 (Fig. 1a). We further performed RNA-seq and compared the global gene expression activity between A and B compartments. As expected, a higher level of gene expression was observed in the A compartment (Fig. 1a), consistent with the association of the A compartment with open chromatin and the B compartment with closed chromatin. Next, we analyzed and compared the local level of chromatin organization represented by TADs and found that the number and distribution of TADs were quite similar between Nip and 93-11 (Fig. 1a and Additional file 3: Table S2). Taken together, these comparisons suggest a conserved chromatin interaction pattern between the two rice genomes.

**Fig. 1:**
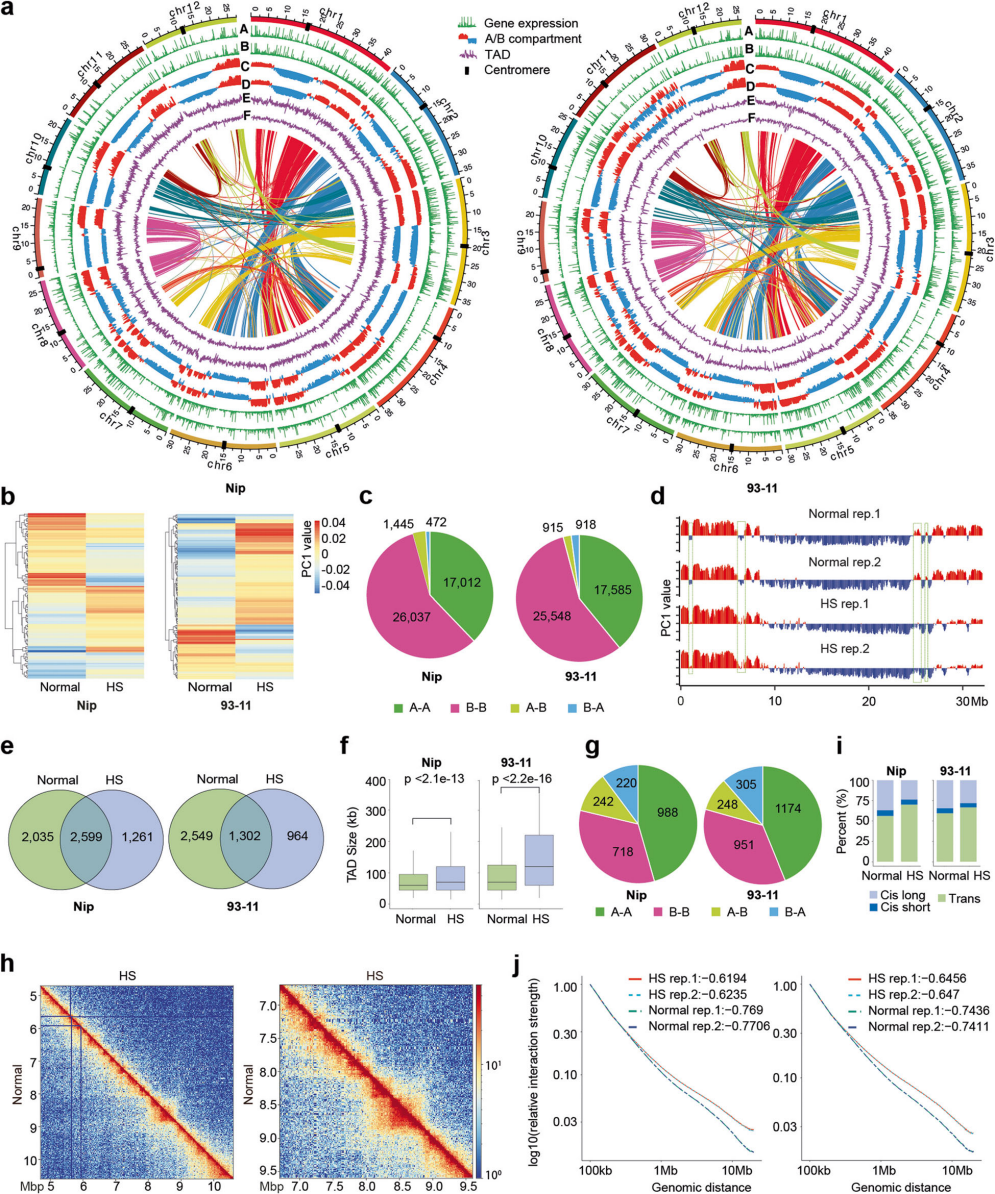
Chromatin 3D structure dynamics in response to heat stress in rice Nip and 93-11. **a** Circos plots of the chromatin 3D structure of Nip (left panel) and 93-11 (right panel) genomes. Seven rings from the outside to inside show genomic positions (outmost, black dots marked centromeres), gene expression FPKM (fragments per kilobase per million mapped reads) value for normal (**a**) and HS (**b**) samples, PC1 signal of A compartment (red) and B compartment (blue) for normal (**c**) and HS (**d**) samples, and TAD-separation score for normal (**e**) and HS (**f**) samples. A map connecting homologous regions of the genome is shown inside the figure. The colored lines link collinearity blocks that represent syntenic regions. **b** Heatmap of the PC1 scores of the HS-induced compartment switching regions in Nip and 93-11, respectively. **c** Global compartment numbers divided by stable (A-A and B-B) and switching (A-B and B-A) compartments upon HS in Nip and 93-11, respectively. **d** PC1 scores for chromosome 6 of 93-11, green boxes highlight regions transitioning from A to B and B to A upon HS. **e** Venn diagram showing the number of shared and sample-specific TADs in Nip and 93-11, respectively. The shared TADs were defined when 80% of the TAD were overlapped. **f** Boxplot comparing TAD size between normal and HS samples in Nip and 93-11, respectively. **g** In the regions that lost TAD boundaries upon HS, pie plot showing local compartment numbers divided by stable (A-A and B-B) and switching (A-B and B-A) compartments in Nip and 93-11, respectively. **h** Example of comparing of Hi-C interaction matrix from a region of chromosome 11 (5-kb resolution) in normal and HS samples in Nip. **i** Barplot comparing the percentage of different types of interactions between normal and HS samples in Nip and 93-11, respectively. Based on distance, interactions were classified to cis long (> 20 kb) and cis short (< 20 kb) and trans interactions. **j** Distance plot of interaction strength changes upon HS in Nip and 93-11, respectively

To investigate the 3D structure dynamics in response to heat stress in rice, we performed Hi-C experiments from 3-week-old Nip and 93-11 aerial parts of seedlings under HS condition (Additional file 1: Fig. S1c). Comparative analysis revealed that HS changed the compartment and local chromatin organization in both Nip and 93-11 (Fig. 1a–j). We identified 1917 and 1833 transited A/B compartments following HS in Nip and 93-11, respectively (Fig. 1c), and these compartment reorganizations occurred in all chromosomes. Notably, most of these transitions were observed in smaller compartments or in part of the large compartment. Take the chromosome 6 of 93-11 as an example (Fig. 1d), analysis of the eigenvalues indicated that the first and second B compartments were surrounded by A compartments under the normal condition, and HS converted the two B compartment to A compartments and formed a larger A compartment (Fig. 1d).

Next, we analyzed the effects of HS on a more local level of chromatin organization. Using HiCExplorer [20], we identified 2943 and 2452 TADs in Nip and 93-11, respectively, in HS; these numbers are less than those (3112 and 2652) in the normal condition (Fig. 1e, Additional file 1: Fig. S1d and Additional file 3: Table S2). Venn diagram analysis revealed that only 44% (Nip) and 27% (93-11) of the total TADs are maintained under HS (Fig. 1e), suggesting that TADs are dramatically reorganized upon HS. Notably, the size of TADs was significantly increased following HS, particularly for the TADs within B compartments (Fig. 1f and Additional file 1: Fig. S2a). Most of the missed TAD boundaries induced by HS were located in the unchanged local A or B compartment (Fig. 1g), suggesting TAD dynamic may be independent from local A/B compartmentalization. To visualize and better understand these effects, we generated a reference contact matrix for regions in which TADs were affected upon HS (Fig. 1h). Although some borders were conserved, many TAD boundaries disappeared and the neighboring TADs were merged into larger ones upon HS (Fig. 1h). We then investigated the effects of HS on more local chromatin organization and found that HS largely affect chromatin interactions. The cis interactions, particularly the short-distance interaction, were significantly decreased during HS, while the trans interactions (between different chromosomes) were relatively increased (Fig. 1i, j and Additional file 1: Fig. S2b,c). We also observed that more loss occurred in A-A and B-B interactions than in A-B interactions (Additional file 1: Fig. S2d). Taken together, our data demonstrate a recompartmentalization of higher-order chromatin domains and local chromatin organization changed following HS in rice, which is in agreement with that HS inducing widespread rearrangement of 3D chromatin organization in *Arabidopsis* and *Drosophila* [17, 18].

### Chromatin 3D structure and gene expression are correlated upon HS in rice

Compared with Nip, 93-11 exhibited greater HS tolerance [19] and more dynamic chromatin organization changes, including a higher TAD size changes in 93-11 than that in Nip (Fig. 1e, f). To investigate genes whose expression may be regulated in accompany with these changes, we performed RNA-seq with three replicates on RNA extracted from normal and HS-treated Nip and 93-11 aerial parts of seedlings, respectively (Additional file 1: Fig. S3a,b and Additional file 2: Table S3). 

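RNA was sequenced from the aerial parts of 3-week-old seedlings of Nip, the Japonica cultivar, and of the Indica cultivar (called Indica from here on), with 3 normal and 3 HS libraries of each, 12 libraries in all. HS seedlings were kept at 45 °C for 36 h, under high humidity and a light intensity lower than that used for growth. The paper describes no normal seedlings kept at that light and humidity. Differences between HS and normal libraries can therefore reflect light and humidity as well as heat. The authors aligned the read pairs of each cultivar to its own genome with STAR, which kept reads with up to 20 matching positions, and deposited 1 FPKM value per gene and library, which scales the fragments of a gene by its length and by the mapped reads of the library. The text names featureCounts for the reads that entered DESeq2, but not the tool that gave the FPKM values. The files list 28459 identifiers for Nip and 29036 for Indica, of which 23715 have the same name in both.
Counts of reads are not used here, so the depth of each library comes from the paper's Table S3. The paper's numbers of uniquely mapped read pairs were 19830485 to 23028710 in the Nip normal libraries (median 21459726) and 22551337 to 23239096 in the Nip HS libraries (median 23126118). For Indica the paper lists 22048456 to 26821704 in the normal libraries (median 23109970) and 22320455 to 26333407 in the HS libraries (median 26001582). Steps among the low FPKM values gave the depth of replicates 2 and 3 relative to replicate 1 of the same group, and in 6 of 8 libraries this relative depth was within 5% of that in Table S3, with a largest difference of 9.87%. FPKM summed over genes was 785851 to 798491 in Nip normal and 552167 to 561203 in Nip HS libraries, and 582896 to 617044 in Indica normal and 794246 to 810922 in Indica HS libraries.
Each cultivar was tested alone with limma on log2(FPKM + 1) with a trended prior, over genes with an FPKM of at least 1 in at least 3 libraries, which left 20724 genes in Nip and 20340 in Indica. DEGs were called at the paper's thresholds, a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change of at least 1 in size. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes of low expression. No further scaling between libraries was applied, and the FPKM sums above make the calls sensitive to that choice. The median SD of log2(FPKM + 1) between the 3 replicates was 0.086 in Nip normal, 0.075 in Nip HS, 0.087 in Indica normal and 0.0999 in Indica HS libraries.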

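In Nip, 2008 genes were upregulated and 3685 were downregulated upon HS, so that 35.3% of the 5693 DEGs were upregulated. In Indica, 4625 genes were upregulated and 5589 were downregulated, and 45.3% of the 10214 DEGs were upregulated. The HS and normal libraries did not overlap in 81.9% of the genes tested in Nip and 87.7% of those tested in Indica, where chance gives 10%. The number of upregulated genes in Nip moved most with the values of each library rescaled to sum to 1000000, an alternative chosen after the data were seen, under which 5055 genes were upregulated and 2507 downregulated in Nip (66.8% upregulated), against 3363 and 7529 in Indica (30.9% upregulated). Quantile normalization gave 2623 and 3029 in Nip (46.4% upregulated) and 5124 and 4867 in Indica (51.3% upregulated).
Among DEGs with a mean FPKM of at least 10, those with the largest changes are given by identifier, since no table used here pairs identifiers with names. In Nip, LOC_Os08g36910 rose from 2.85 ± 1.27 to 1495 ± 16.7 FPKM (SD, n = 3), with a log2 fold change of 8.66 (standard error 0.21, adjusted p = 3.756e-09, limma). LOC_Os10g26940 rose from 1.28 ± 0.137 to 612.2 ± 6.88 FPKM in Nip (SD, n = 3; log2 fold change 8.07, standard error 0.050, adjusted p = 1.1e-11, limma), while its normal expression in Indica was 134.1 ± 7.21 FPKM. The steepest fall in Nip was that of LOC_Os12g14440, from 10104 ± 26.3 to 5.84 ± 2.60 FPKM (SD, n = 3; log2 fold change -10.60, standard error 0.22, adjusted p = 1.432e-09, limma), whose normal expression in Indica was 37.7 FPKM. LOC_Os11g10590 fell from 626.7 ± 44.3 to 0.783 ± 0.267 FPKM in Nip, with a log2 fold change of -8.47, and stood at 4.86 FPKM in normal Indica. In Indica, LOC_Os08g36910 rose from 6.22 ± 1.04 to 15613 ± 383 FPKM (SD, n = 3; log2 fold change 11.09). LOC_Os09g03200 had a log2 fold change of 10.13 in Indica, although its normal libraries were uneven (2.24 ± 3.02 FPKM, SD, n = 3). The largest falls in Indica were those of LOC_Os12g33130, with a log2 fold change of -6.59, and LOC_Os07g09190, with one of -6.44.
Of the 1998 rows of Table S4 read here, 1563 are genes tested in Nip. In 99.1% of these genes the sign of the log2 ratio was opposite to that of HS over normal in the FPKM values. For Table S5, of which 1998 rows were also read, it was 99.3% of 1560 genes tested in Indica. With the sign of the tables reversed, Pearson's r across genes was 0.916 in Nip and 0.923 in Indica, and 1163 and 1329 of these genes were called in the same direction here. Genes are not independent replicates.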

We identified 3788 and 6262 upregulated, and 4971 and 7966 downregulated genes (fold change > 2, adjust *p* < 0.01) upon HS in Nip and 93-11, respectively (Additional file 2: Table S4 and S5). Similar to chromatin organization changes, 93-11 showed a higher number of differentially expressed genes (DEGs) than Nip (Fig. 2a). 

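The ratio of DEGs in Indica to those in Nip was 1.79, and a log2 fold change of at least 1 in size, with no p-value asked, was reached by 5756 genes in Nip and 10261 in Indica. Among the 23715 identifiers listed for both cultivars, 760 were upregulated in both and 2207 were downregulated in both. Independent calls among the 16847 identifiers tested in both cultivars would share 311 and 900. Of the Nip upregulated genes listed in both, 46.1% were also upregulated in Indica, and of the Nip downregulated genes 65.3% were also downregulated in Indica. A further 285 genes were called in opposite directions, fewer than the 1091 that independent calls would give. Of these, 89 were upregulated in Nip and downregulated in Indica and 196 the other way round. This balance turned over with values rescaled to sum to 1000000, where 432 genes were upregulated in Nip and downregulated in Indica and 80 the other way round.
The difference in HS response was tested as the interaction of cultivar and treatment over all 12 libraries with limma. Of 19583 identifiers tested, 13832 (70.6%) had an adjusted p under 0.01, and the change was larger in size in Indica for 9947 of them and in Nip for 3885. The difference in log2 fold change was at least 1 in size for 7940. Across these identifiers the log2 fold changes of the cultivars had a Pearson's r of 0.539 and a Spearman's rho of 0.502, and their SD was 1.08 in Nip and 1.63 in Indica.

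**Figure D1:**
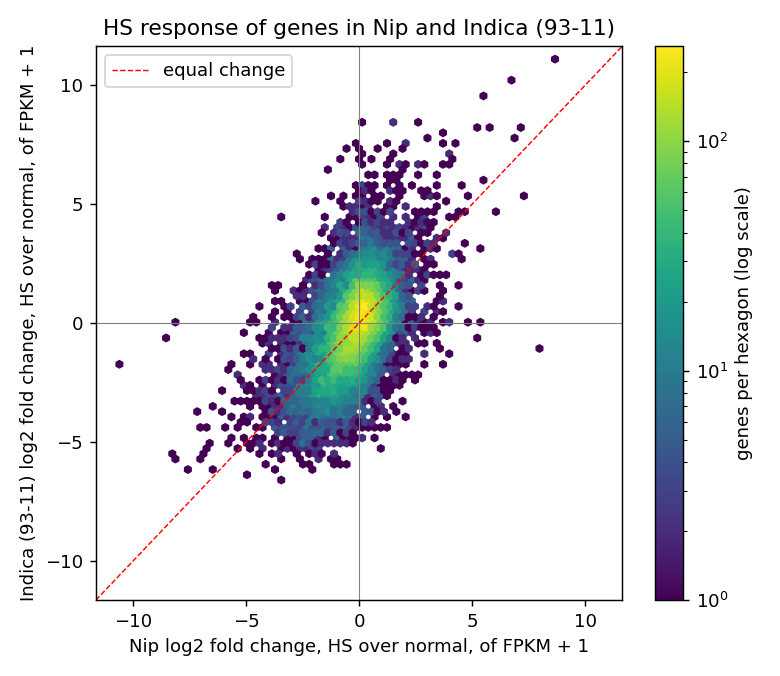
Log2 fold change upon HS, of FPKM + 1, in Nip (x axis) and in Indica (y axis) for the 19583 identifiers tested in both cultivars together; colour gives the number of genes per hexagon on a log scale, and the dashed line marks equal change. The spread is wider along the Indica axis (SD 1.63) than along the Nip axis (SD 1.08).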

To provide functional insights into the DEGs, we performed KEGG pathway analysis and found that many KEGG terms were shared between Nip and 93-11, indicating HS affects several common pathways in rice, e.g., the downregulation of photosynthesis and synthesis of secondary metabolites. Interestingly, genes in the protein processing in ER and autophagy pathways, which facilitate the refolding and degradation of damaged proteins and related to HS [21], were upregulated in 93-11, but not in Nip (Fig. 2b–d), suggesting that a higher cellular capacity to maintain the proteostasis contributes to the heat adaptation of 93-11.

**Fig. 2:**
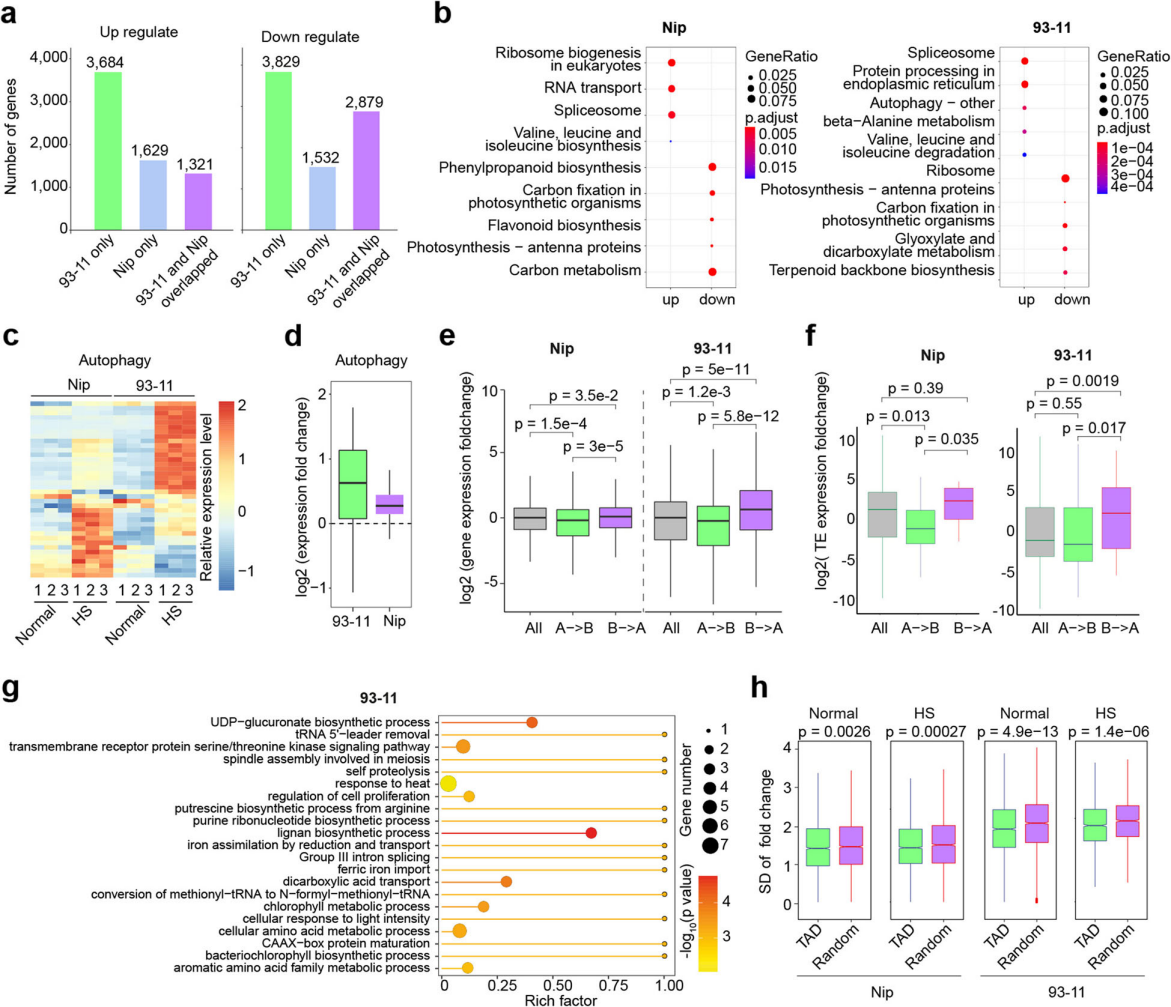
Chromatin 3D structure and gene expression are correlated upon HS in rice. **a** Comparison of the number of up- and downregulated genes that were divided into cultivar specific and overlapped between Nip and 93-11. **b** KEGG pathway enrichment analysis of DEGs upon HS in Nip and 93-11, respectively. **c**, **d** Heatmap (**c**) and box plot (**d**) showing change of expression of autophagy-related genes upon HS in Nip and 93-11, respectively. **e** Box plot comparing protein coding gene expression fold changes between genes in switch regions (A-B and B-A) and all genes (as a control) upon HS in Nip and 93-11, respectively. *p* values were calculated by performing a two-sided Wilcoxon test. **f** Box plot comparing TE expression fold changes between TE in switch regions (A-B and B-A) upon HS in Nip and 93-11, respectively. *p* values were calculated by performing a two-sided Wilcoxon test. **g** Scatter plots of significant biological processes as determined by GO enrichment analysis of DEGs in A-B or B-A transition regions upon heat stress in 93-11. **h** Box plot comparing standard deviation (SD) of gene expression fold change between genes in TAD interiors and randomly selected. *p* values were calculated by performing a two-sided Wilcoxon test

Comparison of DEGs with our list of genes located within the A/B compartment dynamic regions revealed 355 and 594 DEGs with altered A/B compartments in response to HS in Nip and 93-11, respectively. Although the overall overlapping was not significant (Additional file 1: Fig. S3c), genes in the B-A compartment transition regions were significantly upregulated, and genes in the A-B compartment transition regions were significantly downregulated (Fig. 2e). Similarly, we also found that expression of Transposable Elements (TEs) was significantly upregulated in the B-A compartment switch regions (Fig. 2f). These observations implicate that A/B compartmentalization changes strongly affect gene expression upon HS in both Nip and 93-11, and also in line with that A compartment is associated with open chromatin. Moreover, we found that upregulation (B-A) or downregulation (A-B) for DEGs was more significant in 93-11 than that in Nip (Fig. 2e, f), consistent with that 93-11 exhibited more dynamic chromatin changes. Gene Ontology (GO) analysis focusing on those genes in regions with A/B compartment transition showed high enrichment for genes involved in heat stress in 93-11 (Fig. 2g). However, the heat stress-related GO terms were not found for the same type of DEGs in Nip (Additional file 1: Fig. S3d), suggesting that chromatin organization changes associated with HS-related gene expression changes in 93-11, but not in Nip. In addition, we compared the standard deviation (SD) of gene expression fold change and found that SD were significantly lower for the genes within TAD interiors than those of the randomly selected ones (Fig. 2h), suggesting that genes in the same TAD tend to be more co-regulated.

### Chromatin 3D structure and chromatin accessibility are correlated in rice

To determine whether changes in higher-order organization are correlated with local changes in chromatin state, we performed Assay for Transposase-Accessible Chromatin sequencing (ATAC-seq), which captures accessible regions in the genome, thus measuring the active and inactive chromatin, under normal and HS conditions for Nip and 93-11, respectively. ATAC-seq data were generated from two replicates for each sample with high Pearson correlation coefficients (Additional file 1: Fig. S4a,b), suggesting reproducible detection of chromatin accessibility. Considering the ATAC peaks were not well characterized in rice, we compared the gene expression levels between the genes with and without ATAC peaks. As expected, in all the samples, genes with ATAC signals at promoter or gene body were significantly higher expressed than those without ATAC peaks (Additional file 1: Fig. S4c). Interestingly, we found that ATAC signal significantly overlapped with DNA N^6^-methyldeoxyadenosine (6mA) sites (Additional file 1: Fig. S4d), which was reported as a new epigenetic marker and associated with HS response in rice [19, 22–24], and may suggest that local changes in chromatin state may involve in HS response as well. Next, we divided the genome into gene bodies, promoters, and intergenic regions to examine the differential ATAC peak distribution around functional elements and found most of the differential ATAC peaks located in the promoter region, and the percentage in the promoter is obviously higher in 93-11 than that in Nip (Additional file 1: Fig. S4e). Closer examination revealed that ATAC signals were enriched at the transcription start site (TSS). Interestingly, the TSS enrichment of ATAC was decreased in response to HS in both Nip and 93-11 and more significantly decreased in 93-11 than that in Nip (Fig. 3a). We also observed that the overall level of ATAC in the gene body was decreased in Nip versus increased in 93-11 (Fig. 3a), suggesting differential chromatin accessibility dynamics in gene body between Nip and 93-11 upon HS.

**Fig. 3:**
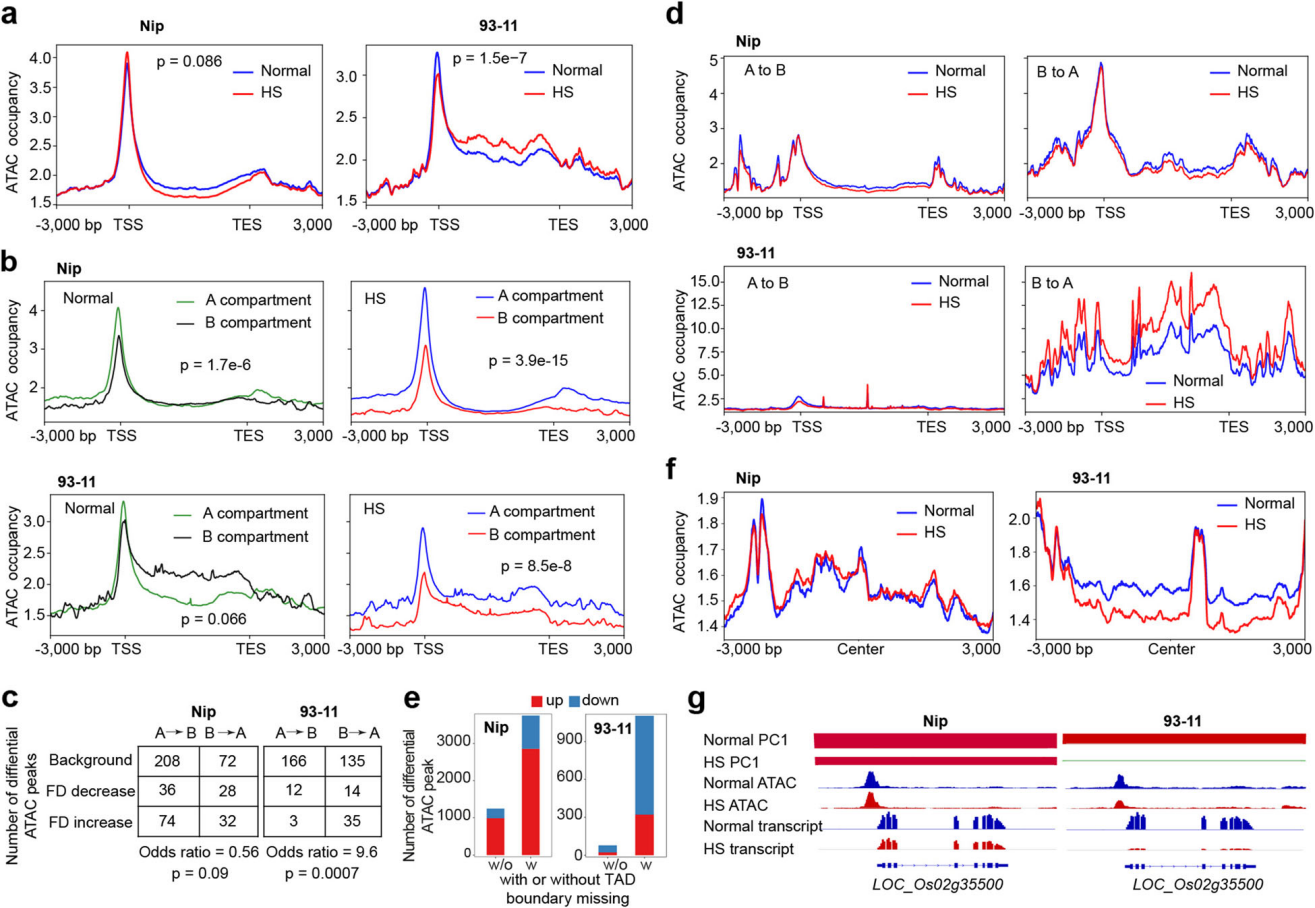
Chromatin 3D structure and chromatin accessibility are correlated upon HS in rice. **a** Distribution of ATAC peaks around genes and the changes upon HS in Nip and 93-11, respectively. ATAC occupancy was defined as the normalized reads count in ATAC-seq data. *p* values were calculated by performing the Wilcoxon test. **b** Distribution of ATAC peaks around genes in A/B compartment and the changes upon HS in Nip and 93-11, respectively. *p* values were calculated by performing the Wilcoxon test. **c** Relationship between A/B compartment and differential ATAC peaks. Tables showing the number of differential ATAC peaks in A/B compartment switch regions upon HS in Nip and 93-11, respectively. Odds ratio indicates the strength of the association, and *p* values that indicate the association significance were calculated by Fisher’s exact test. **d** Distribution of ATAC peaks around genes in A/B compartment switching regions and the changes upon HS in Nip and 93-11, respectively. **e** Comparing of the number of differential ATAC peaks between domain with and without (w/o) missed TAD boundary upon HS in Nip and 93-11, respectively. **f** Distribution of ATAC peaks around TADs and the changes upon HS in Nip and 93-11, respectively. **g** Example showing the correlation of Hi-C PC1, ATAC signal, and RNA-seq reads upon HS. In 93-11, *LOC_Os02g35500* located in the A compartment under normal condition and switched to the B compartment upon heat stress, associated with its reduced ATAC peak and downregulated gene expression. In Nip, *LOC_Os02g35500* located in the A compartment under normal and HS condition, and ATAC peak and gene expression were not significantly changed upon HS

The remodeling of chromatin 3D organization affects the chromatin epigenetic state [25]. By integrating the chromatin organization changes with the ATAC data, we found that TSS enrichment of ATAC peaks in the A compartment was significantly higher than that in the B compartment under the normal conditions, and this difference was larger upon HS: TSS enrichment increased in the A compartment and decreased in the B compartment, and these changes were conserved between Nip and 93-11 (Fig. 3b), suggesting that the chromatin compartmentation more accurately reflects chromatin state around TSS under HS. Moreover, we found a distinct dynamic pattern in the gene body between Nip and 93-11. In Nip, similar ATAC levels were observed between A and B compartments in the normal condition, and only slightly increased ATAC levels were found in the A compartment versus the B compartment upon HS. In 93-11, we found that ATAC levels were higher in the B compartment than that in the A compartment in normal conditions, and ATAC levels became lower in the B compartment than that in the A compartment upon HS (Fig. 3b). Further analysis suggested that differential ATAC peaks significantly associate with A/B compartment transition (Fig. 3c). As expected, we found even more distinct features between Nip and 93-11 in these transition regions. First, the distribution patterns of ATAC peaks were clearly different. In Nip, we found several peaks including a major ATAC enrichment at TSS, and no obvious difference between normal and HS conditions. However, in 93-11, the ATAC enrichment was largely decreased in the A-B region but was overall increased in the B-A region upon HS (Fig. 3d). These changes agreed with the expression data that DEGs in 93-11 displayed significantly more downregulation in the A-B transition region and upregulation in the B-A transition region than that in Nip. In addition, we found that most of differential ATAC peaks present in the domains with missed TAD boundary upon HS (Fig. 3e). Next, we looked closer and found no obvious changes in ATAC levels in the regions that lost TAD boundaries in Nip versus largely decreased ATAC levels in the regions that were losing TAD boundaries in 93-11 (Fig. 3f), suggesting the enlargement of TAD is associated with loss of chromatin accessibility. Interestingly, we found that the chromatin changes affect the expression of stress-related genes. For example, *LOC_Os02g35500* encodes glyoxylate reductase, which is associated with many stresses, including HS [26]. 

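In Indica, LOC_Os02g35500 fell from 53.1 ± 2.08 FPKM in the normal libraries to 9.37 ± 0.567 FPKM in the HS libraries (SD, n = 3), 5.67-fold lower. Its log2 fold change was -2.38 (standard error 0.061, adjusted p = 2.471e-09, limma with Benjamini-Hochberg adjustment). Every HS library was lower than every normal library, a separation for which an exact two-sided permutation test of 3 against 3 libraries cannot give a p below 0.1. Over all alternatives tried the log2 fold change was between -2.83 and -2.34.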

In 93-11, downregulation of *LOC_Os02g35500* was associated with the A-B transition and decreased of ATAC signals upon HS. By contrast, in Nip, in the corresponding loci, the chromatin was largely unchanged and the expression change of *LOC_Os02g35500* was much smaller upon HS (Fig. 3g). 

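In Nip, LOC_Os02g35500 fell from 65.2 ± 3.07 to 22.9 ± 1.37 FPKM (SD, n = 3), 2.85-fold lower, and the HS libraries again lay below all normal libraries. The log2 fold change was -1.47 (standard error 0.055, adjusted p = 4.528e-08, limma with Benjamini-Hochberg adjustment), so that the gene was called downregulated in Nip too. With the values rescaled to sum to 1000000 its log2 fold change in Nip was -0.99, short of the threshold of 1. The fall was larger in Indica by a difference in log2 fold change of -0.91 (standard error 0.083, adjusted p = 4.252e-07, limma interaction term over 12 libraries). From this example as a whole, with the A-B transition and the loss of ATAC signal that it reports in Indica and the largely unchanged chromatin that it reports in Nip, the paper proposes that a correlation among chromatin structure, accessibility and expression might contribute to regulating the response to HS, and it does not exclude that expression changes modify chromatin interactions. The chromatin measurements are not analysed here.

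**Figure D2:**
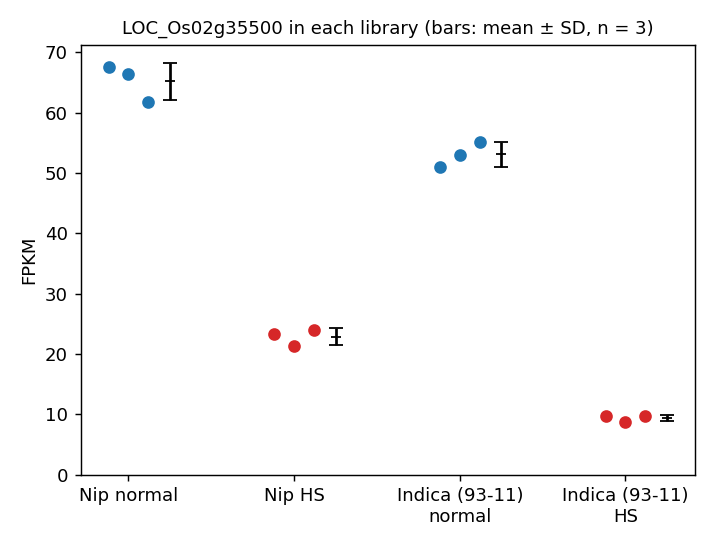
FPKM of LOC_Os02g35500 in each library of Nip and Indica under normal conditions (blue) and HS (red), with the mean and SD of the 3 libraries beside each group. In each cultivar every HS library lies below every normal library.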

Although we could not exclude the possibility that chromatin interactions could be modified due to local gene expression changes, the example also implies that a correlation among 3D chromatin structure, chromatin accessibility, and gene expression level might contribute to regulating the response to HS in rice.

## Conclusions

In summary, this study provides a comprehensive integration of Hi-C, RNA-seq, and ATAC-seq of two rice cultivars Nip and 93-11, which demonstrates the reorganization of local and global chromatin structure in response to heat stress. The chromatin accessibility and 3D organization were correlated and consistent with the expression dynamics. The distinct chromatin reorganization and the correlated gene expression between Nip and 93-11 emphasize the importance of the 3D genome as a new layer to understanding stress response in plants.

## Methods

### Plant materials

Rice plants were grown on Yoshida solution in a growth chamber under short-day (SD) conditions (10 h light/14 h dark) with a light intensity of 800 μmol m^−2^ s^−1^. To test heat response, we incubated 3-week-old Nip and 93-11 seedlings grown in culture solution 45 °C for 36 h in a growth chamber with high relative humidity (> 80%) and low light intensity (60–80 μmol m^−2^ s^−1^). Then the aerial parts of these seedlings were harvested for Hi-C, RNA-seq, and ATAC-seq library preparation.

### Hi-C experiments and sequencing

Hi-C experiments were performed as described previously with some modifications [9]. Briefly, 2 g of the aerial parts of the rice seedlings was fixed with formaldehyde and lysed and grounded into powder in liquid nitrogen. The procedure for the Hi-C experiment, including chromatin digestion, labeling of DNA ends, DNA ligation, purification, and fragmentation, was performed as described previously [27]. The cross-linked DNA was digested with Dpn II restriction enzyme by incubating overnight at 37 °C. DNA ends were labeled with biotin and incubated at 37 °C for 45 min, and the enzyme was inactivated with 20% SDS solution. DNA ligation was performed by the addition of T4 DNA ligase (Fermentas) and incubation at 4 °C for 1 h followed by incubation at 22 °C for 4 h. After ligation, proteinase K was added to reverse cross-linking during incubation at 65 °C overnight. DNA fragments were purified and dissolved in 86 μl of water. Unligated ends were then removed. Purified DNA was fragmented to a size of 300–700 bp using a sonicator (Covaris S220), and DNA ends were then repaired. DNA fragments labeled by biotin were finally separated on Streptavidin C1 beads (Life Technologies). Chimeric fragments representing the original cross-linked long-distance physical interactions were then processed into paired-end sequencing libraries. Hi-C libraries were constructed using the Illumina TruSeq DNA Sample Prep Kit and were sequenced on an Illumina HiSeq X-ten platform (Illumina, USA) with 2 × 150-bp reads. Hi-C experiments and sequencing were performed with two biological replicates.

### Hi-C data analysis

Hi-C data were preprocessed using the streamlined pipeline HiC-pro [28]. Briefly, sequencing reads were mapped to the reference genome by Bowtie2 in –very-sensitive-local mode. Mapped reads were paired and pairs with multiple hits, low MAPQ, self-circle, and PCR duplicates were removed. Output files containing all valid pairs were used for subsequent analysis.

HiCExplorer was used to create the contact matrices [20], and the genomes were divided into bins of unequal size demarcated by the genomic positions of the restriction site and a matrix was created with these bins as rows and columns. The mapped reads were processed to count the number of times any two bins were connected by the Hi-C reads pairs. The following reads were discarded: read pairs that were not uniquely mapped, were duplicated, and contained a dangling end indicative of defective religation.

Chromosomal compartments were identified using principal component analysis (PCA) on contact maps at 100-kb resolution. We performed PCA analysis by using runHiCpca.pl script in HOMER Package. Briefly, we first identified the best background model for distance normalized contact normalization. Distance matrix was generated for each chromosome, and correlations between the contact profiles from each region against each other region were calculated. Then the value of the first principal components from the correlation matrix was obtained. With the rice genome annotation file, the active regions were assigned. The first component typically represents the compartment profile in genome—positive eigenvector value enriches with the A compartment (gene-rich regions) and negative eigenvalue enriched with the B compartment (gene-poor regions).

TAD calling worked in two steps: First, we used HiCExplorer to compute a TAD-separation score based on a *z*-score matrix for all bins. Next, bins with a local minimum of the TAD-separation score were evaluated with respect to the surrounding bins to assign a *p* value. A cutoff was applied to select the bins more likely to be TAD boundaries.

To call TADs from Hi-C data, we used an approach based on the TAD-separation score, using hicFindTADs from HiCExplorer as described previously [18] with following parameter: --minDepth 15,000 --maxDepth 150000 --step 5000 --thresholdComparisons 0.05 --delta 0.01 --correctForMultipleTesting fdr at 5-kb resolution. We calculated TAD-separation score profiles with different window sizes, ranging from 15 to 30 kb by 5-kb step. The TAD-separation score was calculated as the average *z*-score of all Hi-C contact bins between an adjacent window upstream and an adjacent window downstream. Bins with a local minimum of the TAD-separation score were evaluated with respect to the surrounding bins to assign a *p* value. Next, delta < 0.01 and thresholdComparisons < 0.05 were applied to select the bins more likely to be TAD boundaries.

For data visualization, only reads mapping to unique genomic positions were selected. The visualization was performed using deepTools [29].

### RNA sequencing and expression quantification

RNA-seq experiments were performed as described previously with some modifications [30]. Briefly, three biological replicates were designed for each RNA-seq experiment of Nip and 93-11. RNAs from aerial parts of normal and HS treatment seedlings were extracted using the RNeasy Plus Mini Kit (Qiagen). The extracted RNA was purified using poly-T oligo-attached magnetic beads. All transcriptome libraries were constructed using the Illumina TruSeq library Stranded mRNA Prep Kit and then sequenced on the Illumina HiSeq X-ten platform. RNA-seq raw reads were quality-checked by FastQC and aligned onto the rice (Nip/93-11) genomes using STAR [31] with the following parameters: --outFilterMultimapNmax 20 --outSAMtype BAM SortedByCoordinate --outSAMstrandField intronMotif. Then featureCounts (v1.6.3) was used to quantify reads generated from bam files [32]. DESeq2 was employed and used to evaluate differential gene expression between normal and HS conditions [33]. Genes with an absolute value of log2 ratio ≥ 1 and adjust *p* value < 0.01 were defined as DEGs. Gene expression levels were estimated using FPKM values. Gene Ontology and KEGG pathway enrichment analysis were performed with R package clusterProfiler [34].

### Nucleus isolation and ATAC-seq

Two biological replicates were collected for both normal and HS samples, respectively. Purification of nuclei using the method was performed as described previously with the following modifications [35, 36]. Approximately 0.5 g freshly harvested aerial parts of the normal and HS treatment seedlings were collected for nucleus isolation. The samples were collected and immediately chopped in 2 ml of pre-chilled lysis buffer (15 mM Tris-HCl pH 7.5, 20 mM NaCl, 80 mM KCl, 0.5 mM spermine, 5 mM 2-ME, 0.2% Triton X-100), respectively. Next, the total mixture was filtered using Miracloth twice and loaded onto the surface of 2-ml dense sucrose buffer in a 15-ml Falcon tube. The nuclei were pelleted by centrifugation at 1000*g* at 4 °C for 10 min, and the pellets were resuspended in 500 ml pre-chilled lysis buffer. After checking the quality of nuclei under a microscope using a DAPI channel, the nuclei were washed with Tris-Mg buffer (10 mM Tris-HCl pH 8.0, 5 mM MgCl_2_) once and the supernants removed. Freshly purified nuclei to be used for ATAC-seq were kept on ice prior to the transposase integration reaction. Transposase integration reactions and sequencing library preparations were then performed as previously described [35]. In brief, 50 ng of genomic DNA was used in each 50 μl Tn5 transposase integration reaction for 30 min at 37 °C using Nextera reagents. DNA fragments were purified using the Minelute PCR purification kit (Qiagen), eluted in 11 μl elution buffer, and the entirety of each sample was then amplified using High Fidelity PCR Mix (NEB) and barcode primers for 9-12 PCR cycles. These amplified ATAC-seq libraries were purified using AMPure XP beads (Beckman Coulter), quantified by qPCR with the NEBNext Library Quantification Kit (NEB), and analyzed on a Bioanalyzer High Sensitivity DNA Chip (Agilent) prior to pooling and sequencing. A Qubit fluorometer and Agilent Bioanalyzer were used to check library quality and concentration. DNA libraries were constructed using NEBNext DNA Library Prep Kit (Neb) and sequenced on an Illumina HiSeq X-ten platform with 150-bp paired-end reads.

### ATAC-seq data analysis

Sequencing reads were first trimmed with Nextera adapter sequences by Cutadapt (version 2.4 with Python 3.7.3) and then were mapped to the reference genome using Bowtie2 software (version 2.3.5.1) with default parameters [37, 38]. Reads with mapping quality (phred scale) < 30 or not properly paired or mapped to the chloroplast or mitochondrial genomes were filtered using SAMtools (version 1.9). Duplicated reads from PCR amplification were further removed with Picard MarkDuplicates (version 2.20.3). Narrow peaks were called using MACS2 (version 2.1) with an adjusted *p* value cutoff as 0.05 [39]. Differential peaks between HS and control samples were called with R package DiffBind (version 2.12.0 with R 3.6.0) [40]. Differential ATAC peak was defined at a cutoff adjusted *p* value < 0.05.

### Statistical analysis

The significance of the difference between two groups was determined by the Wilcoxon test. Other statistical analyses were indicated in the relevant figure legends.

## Supplementary Information

**Additional file 1: Figure S1.** Hi-C of rice Nip and 93-11 in normal and heat stress condition. **Figure S2.** Chromatin 3D structure dynamics in response to heat stress in rice Nip and 93-11. **Figure S3.** Gene expression analysis rice Nip and 93-11 upon HS. **Figure S4.** ATAC-seq of rice Nip and 93-11 in normal and HS conditions.

**Additional file 2: Table S1.** Statistics Hi-C sequencing. **Table S3.** Statistics RNA-seq. **Table S4.** List of differentially expressed genes upon HS treatments in Nip. **Table S5.** List of differentially expressed genes upon HS treatments in 93-11.

**Additional file 3: Table S2** List of TADs identified in normal and HS conditions in Nip and 93-11, respectively.

## Data Availability

The Hi-C, ATAC-seq, and RNA-seq data in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database with the accession numbers: GSE144564 [41], GSE144565 [42], and GSE144566 [43]. The related scripts, including some scripts modified from [44], were uploaded into GitHub at https://github.com/guxiaofengcaas/publiccode.

## Abbreviations

ATAC-seq: Assay for Transposase-Accessible Chromatin sequencing
DEG: Differentially expressed gene
GO: Gene Ontology
HS: Heat stress
PCA: Principal component analysis
RNA-seq: RNA sequencing
FPKM: Fragments per kilobase per million mapped reads
TAD: Topologically associating domain
TSS: Transcription start site
TTS: Transcription termination site
3D: Three-dimensional
6mA: N^6^-methyldeoxyadenosine

# Supplementary material for: Reorganization of the 3D chromatin architecture of rice genomes during heat stress
**Source:** BMC Biol. 2021 Mar 19;19:53. doi: 10.1186/s12915-021-00996-4
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Hi-C of rice Nip and 93-11 in normal and heat stress condition. Figure S2. Chromatin 3D structure dynamics in response to heat stress in rice Nip and 93-11. Figure S3. Gene expression analysis rice Nip and 93-11 upon HS. Figure S4. ATAC-seq of rice Nip and 93-11 in normal and HS conditions.

**Additional file 1**

**Reorganization of the 3D chromatin architecture of rice genomes during heat stress**

Zhe Liang^1^^,2†^, Qian Zhang^1†^, Changmian Ji^3^, Guihua Hu^1^, Pingxian Zhang^1^, Yifan Wang^1^, Liwen Yang^1^ and Xiaofeng Gu^1^*

^†^Zhe Liang and Qian Zhang contributed equally to this work.

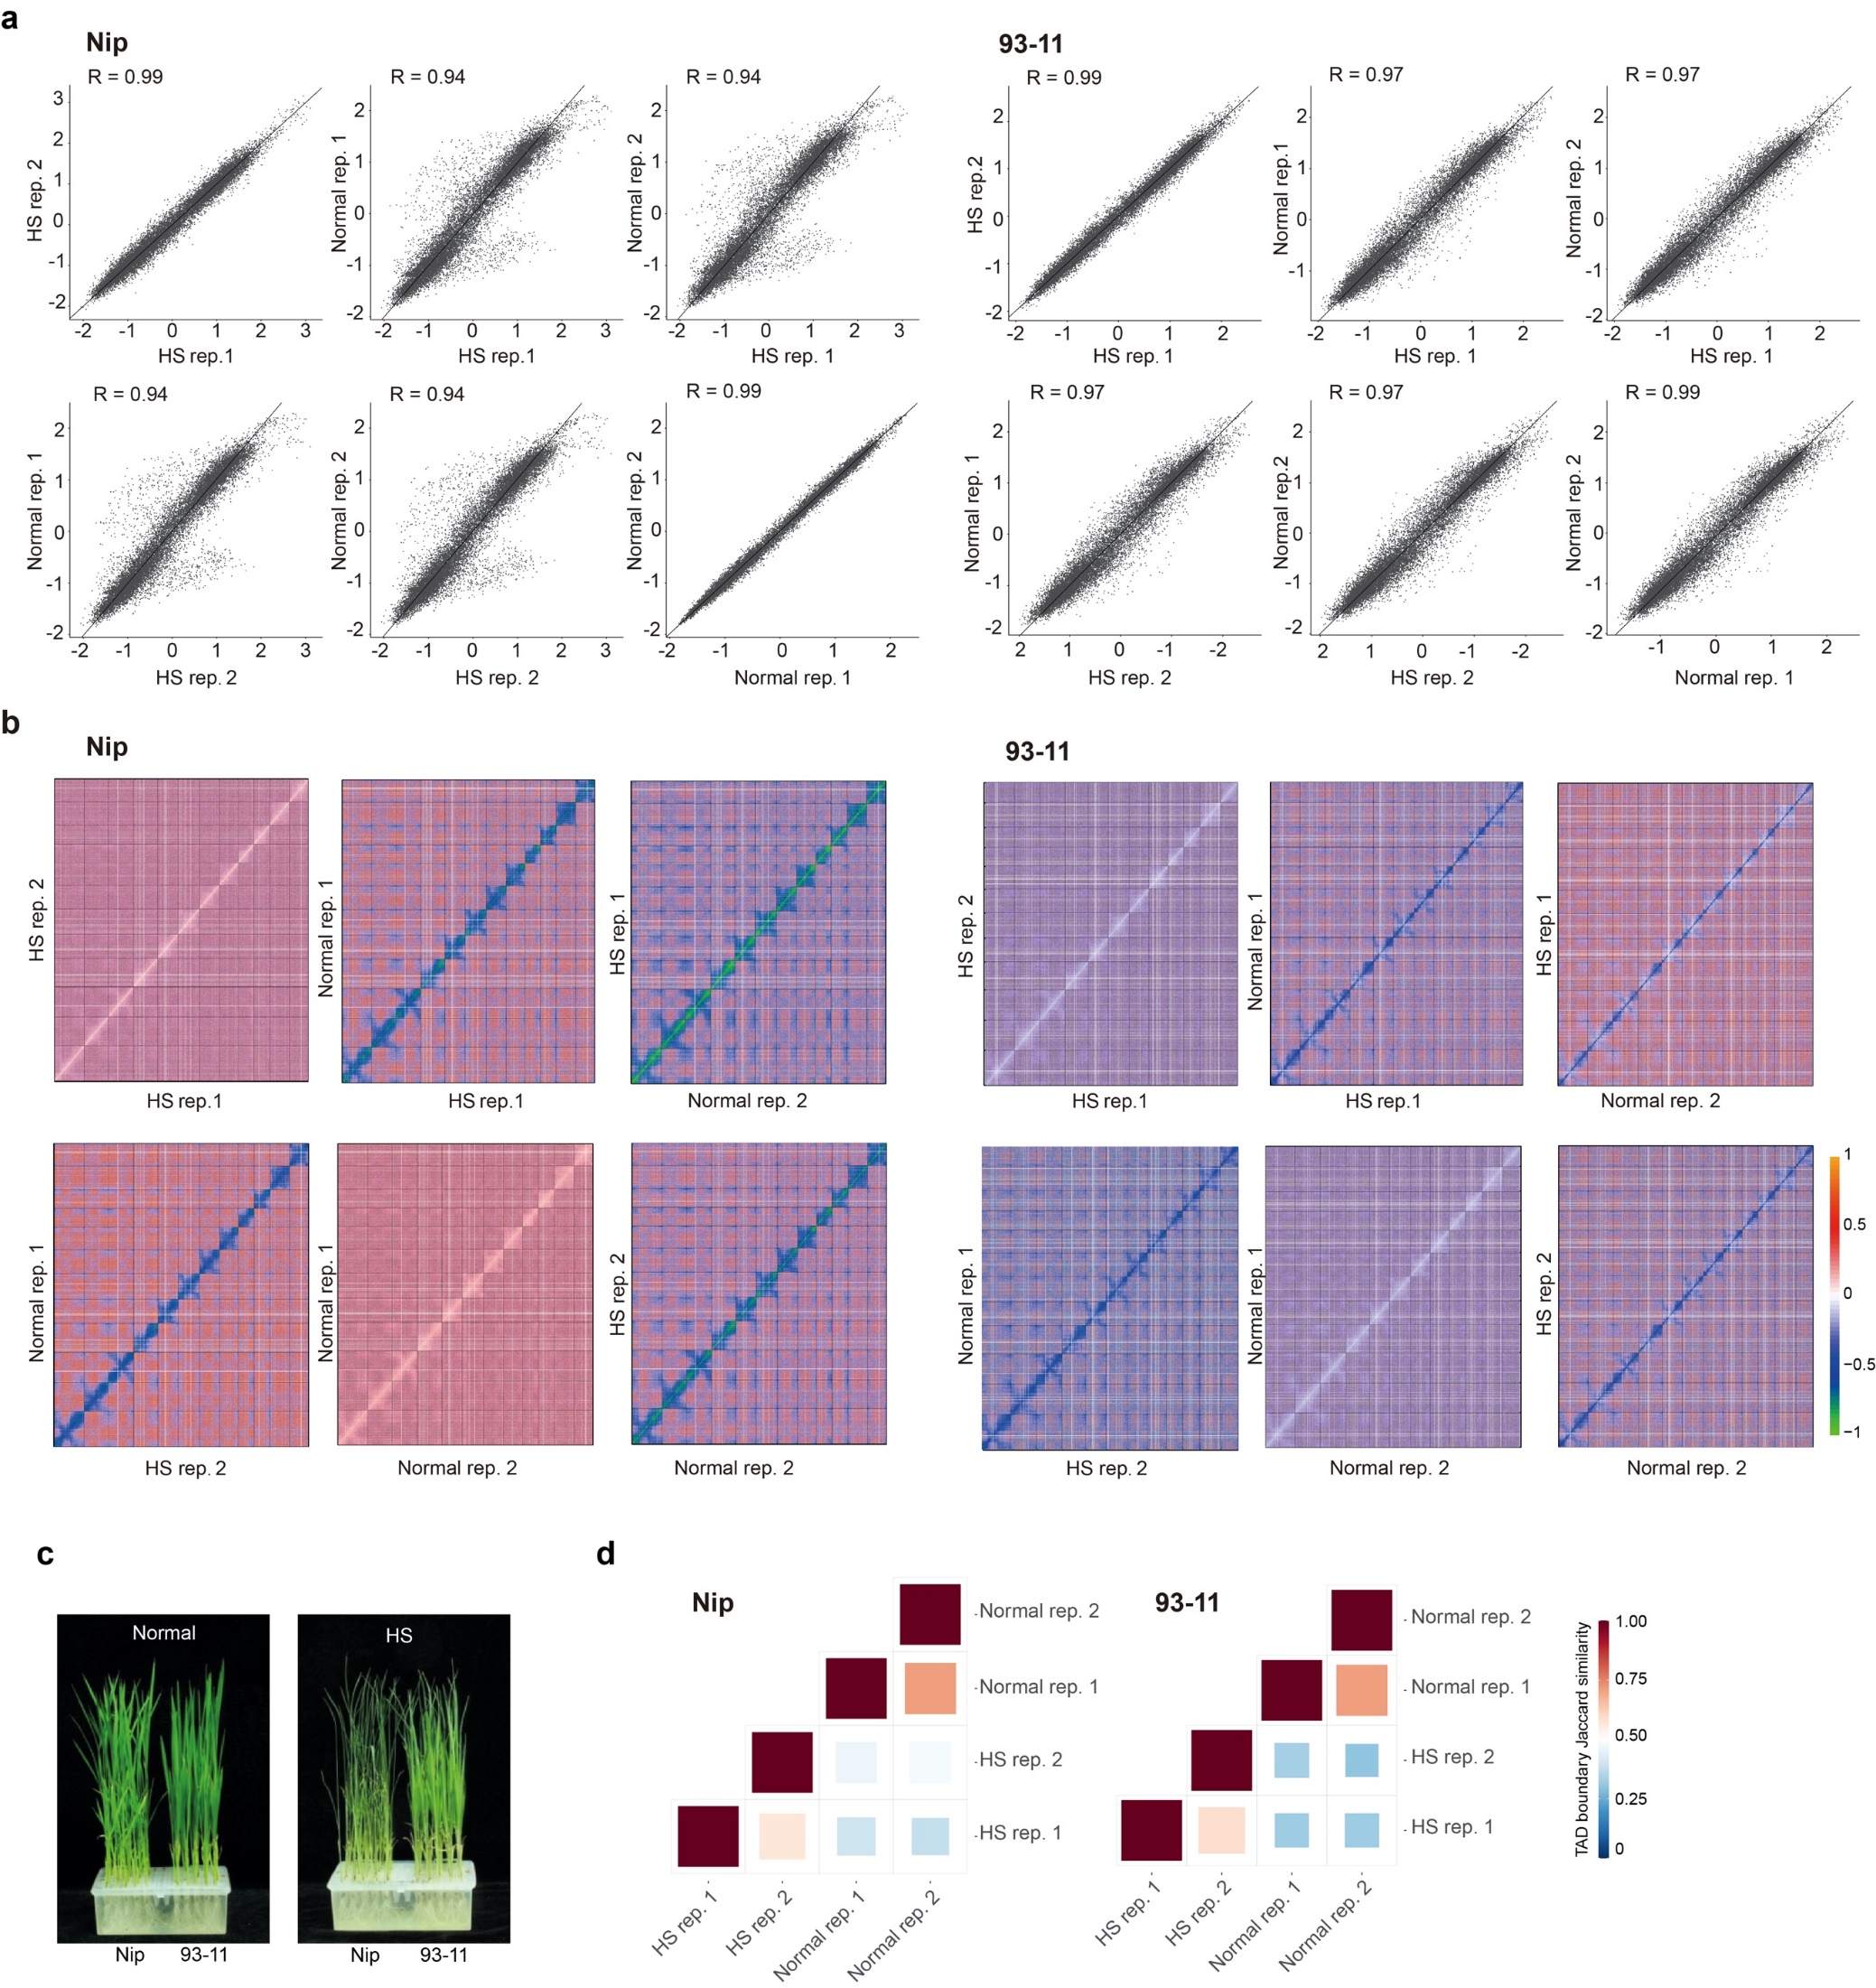

**Additional file 1: Figure S1.** Hi-C of rice Nip and 93-11 in normal and heat stress condition. **a** Scatter plots showing pairwise comparison of comparing log10 number of normalized interaction values for normal and HS samples for Nip and 93-11, respectively. R, Pearson correlation coefficient. **b** Heatmaps showing pairwise comparison of relative differences of interaction frequencies between normal and HS samples for Nip and 93-11, respectively. Colour bar, relative difference of normalized interaction number. **c** Phenotypes of Nip and 93-11 seedlings under HS. The 93-11 seedlings showed a greater tolerance to HS than did Nip seedlings. **d** Heatmap showing TAD boundary similarity. The Jaccard similarity coefficient was counted by using the number of shared boundaries (intersection) divide the total boundaries over both samples (union).

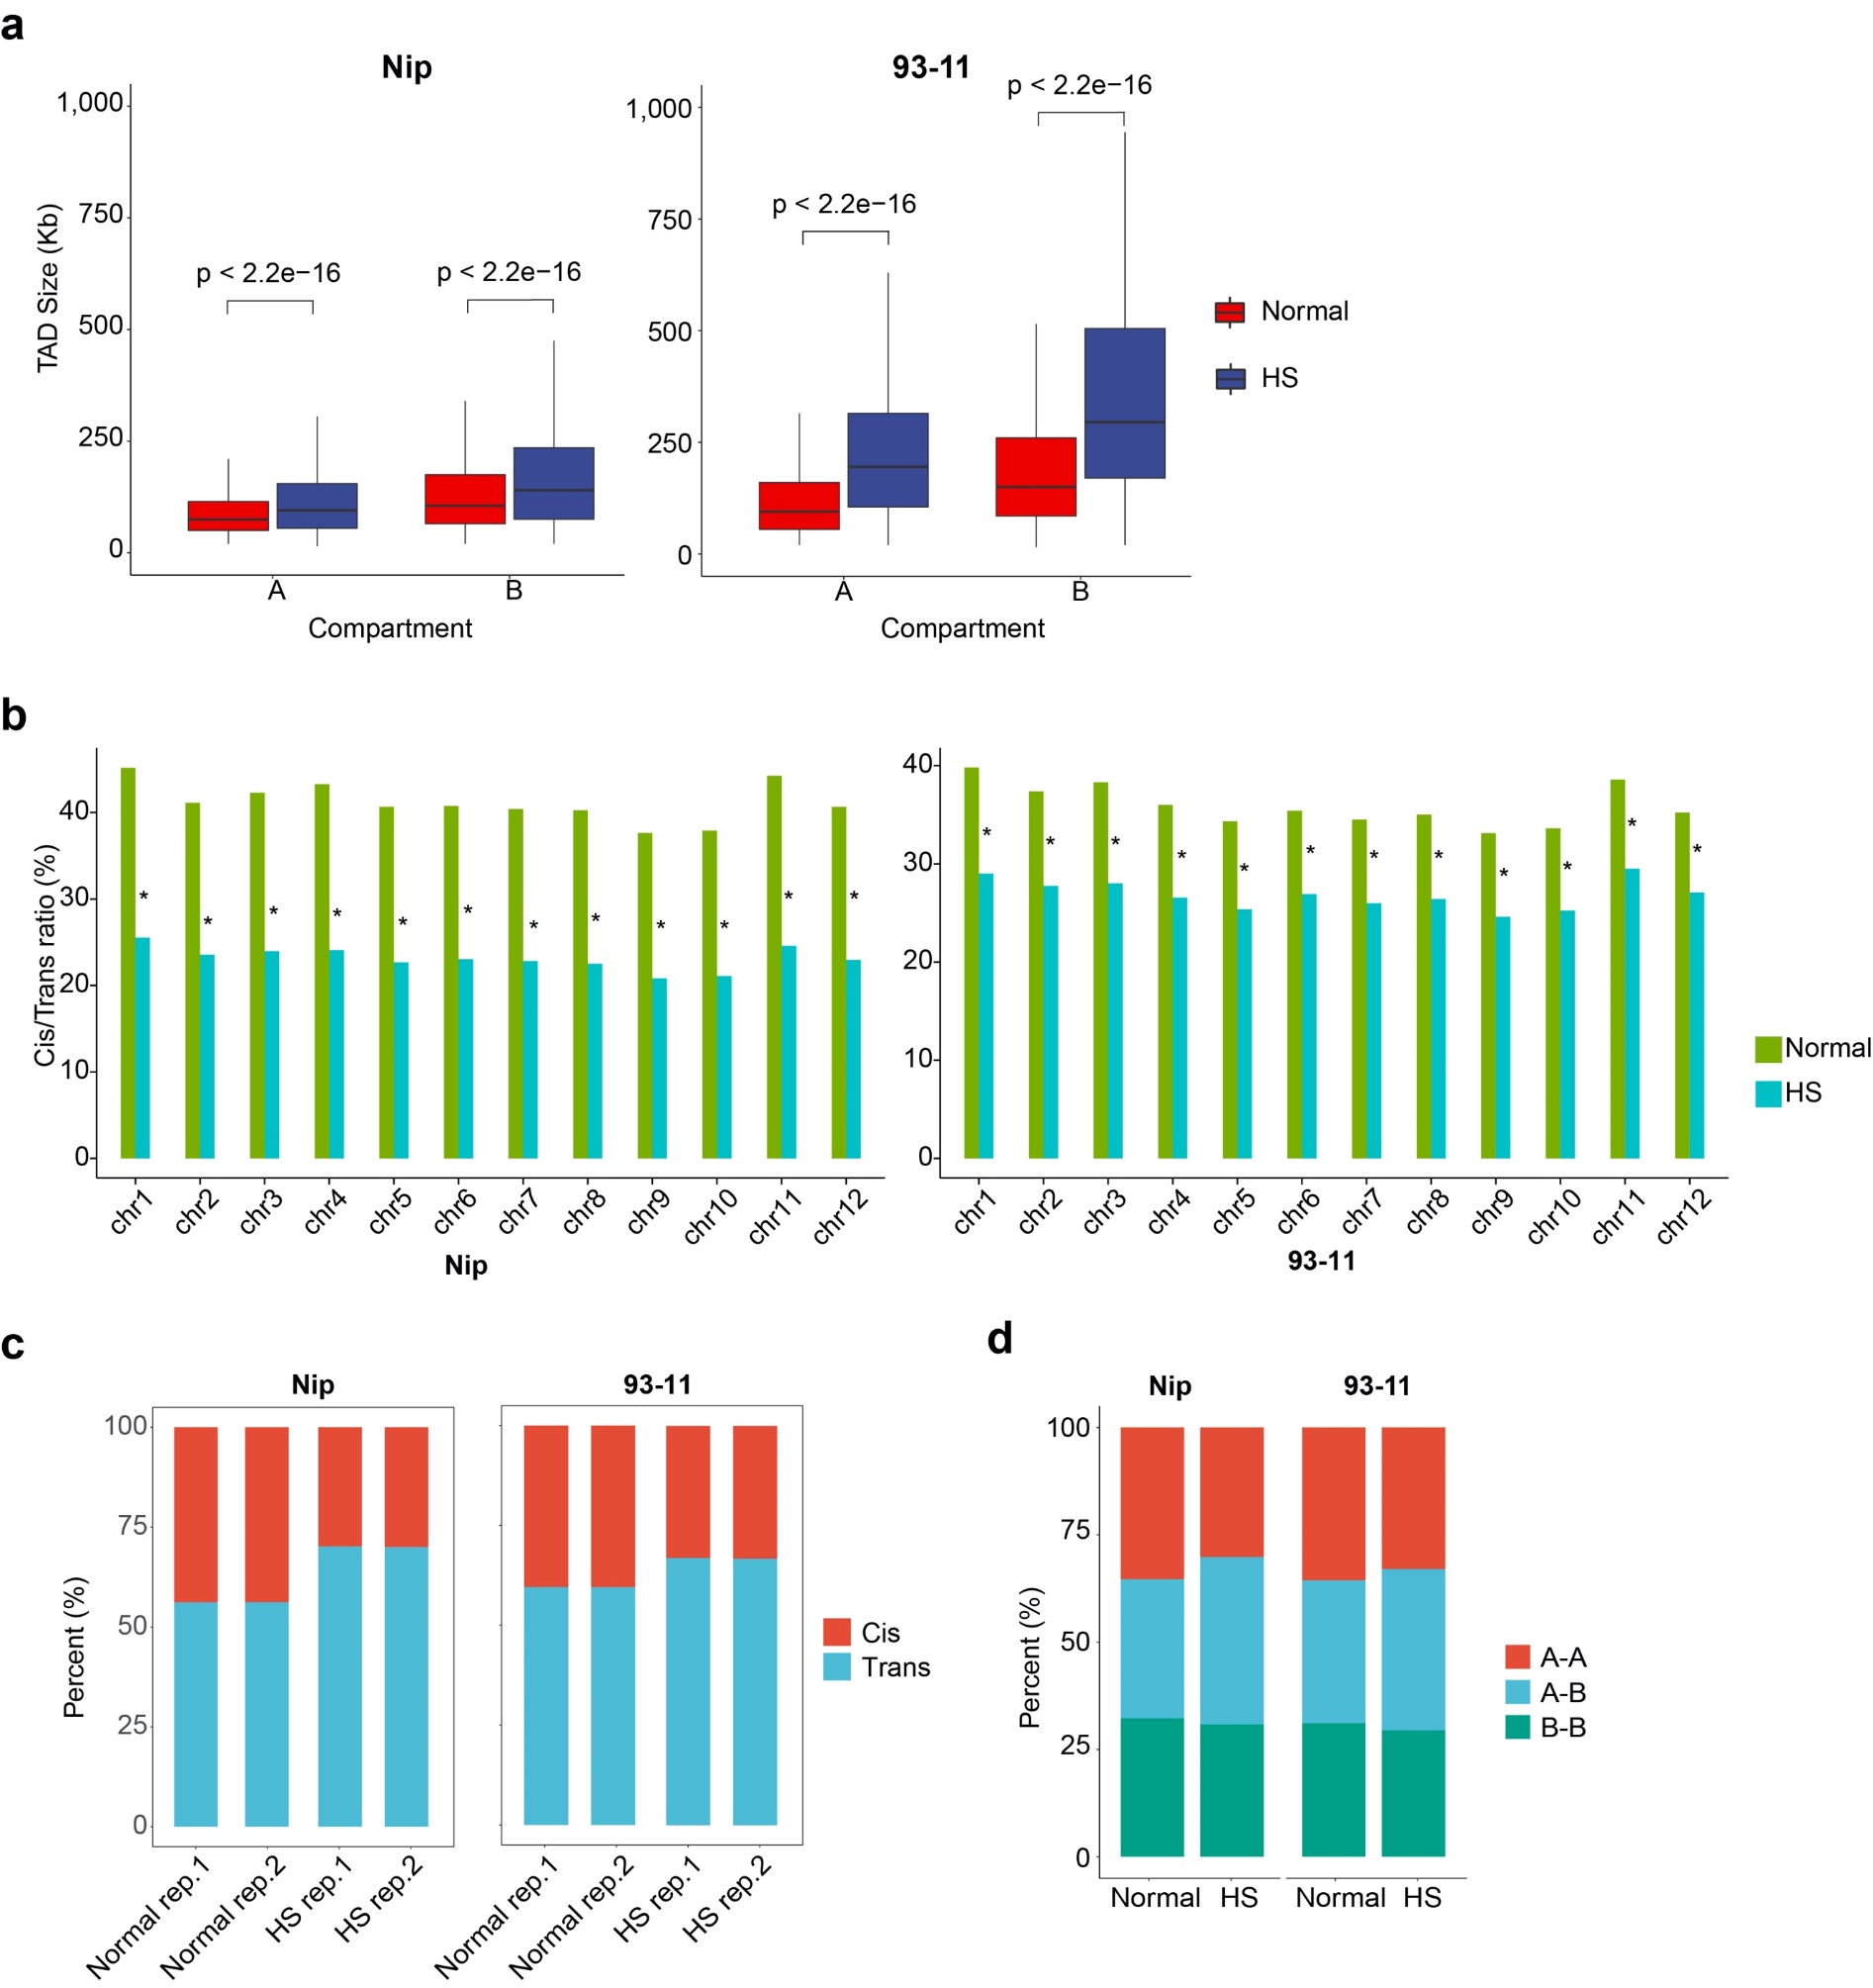

**Additional file 1: Figure S2.** Chromatin 3D structure dynamics in response to heat stress in rice Nip and 93-11. **a** Boxplot comparing TAD size in A/B compartment between normal and HS samples in Nip and 93-11, respectively. p values were calculated by performing two-tailed unpaired Student's *t*-test. **bc** Comparison of cis interactions to trans interactions between normal and HS samples in Nip and 93-11, respectively, for each chromosome (**b**) and each replicate (**c**). Asterisks indicate significant differences (two-tailed unpaired Student's *t*-test, p < 10−5). **d** Changes of percentage of three types of interaction (A-A, B-B, A-B) upon HS in Nip and 93-11, respectively.

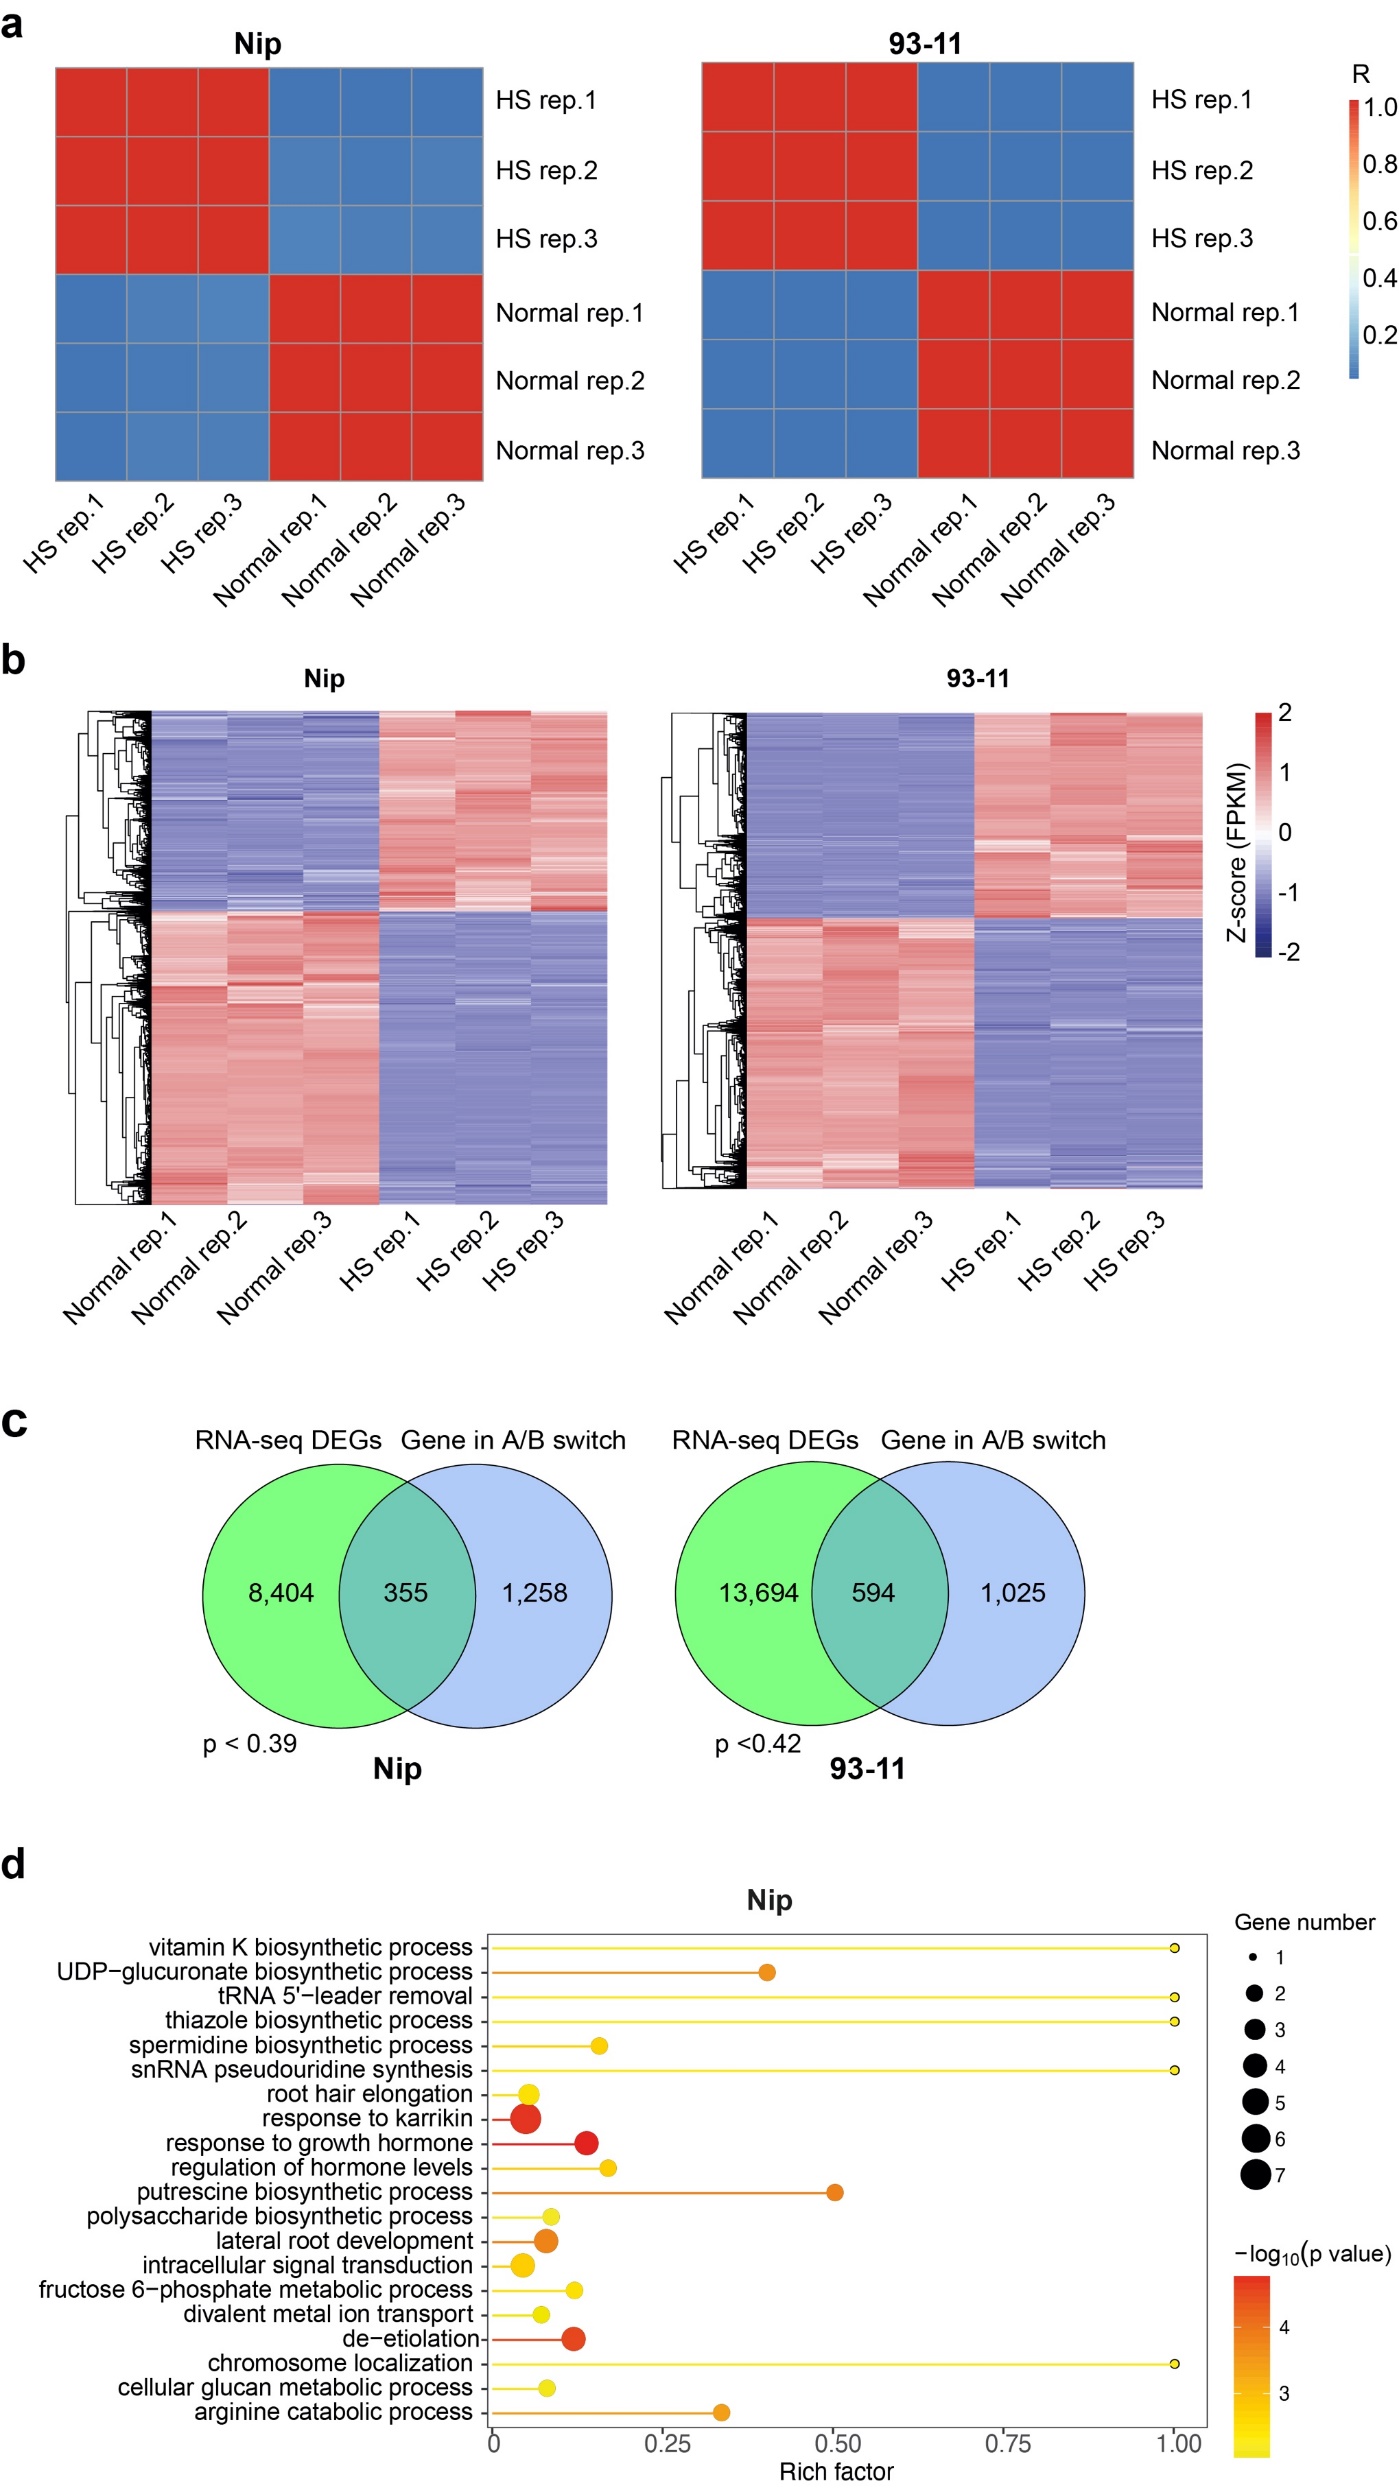

**Additional file 1: Figure S3.** Gene expression analysis rice Nip and 93-11 upon HS. **a** Heatmap showing Pearson correlations between RNA-seq experiments of normal and HS samples for Nip and 93-11, respectively. There were three biological replicates for each experiment. **b** Heat map showing differentially expressed genes (DEGs) (adjusted p < 0.01, fold change > 2) upon heat stress in Nip and 93-11, respectively. **c** Venn diagram comparing DEGs and genes located in altered A/B compartment. p values of the overlap between the two datasets were calculated by performing hypergeometric test with the total number of rice genes as the reference. **d** Scatter plots of significant biological processes as determined by GO enrichment analysis of DEGs in A-B or B-A transition region upon heat stress in Nip.

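Pearson's r between libraries was computed across all listed genes, which are not independent replicates. On FPKM it was at least 0.9990 between replicates in Nip and 0.9987 in Indica, 0.381 to 0.396 between normal and HS libraries in Nip, and 0.158 to 0.160 between normal and HS libraries in Indica. On log2(FPKM + 1), which gives less weight to the few genes of highest expression, it was at least 0.990 between replicates, 0.887 to 0.890 between normal and HS libraries in Nip, and 0.765 to 0.770 in Indica. No pair of replicates had identical values, so each library was counted as 1 replicate.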

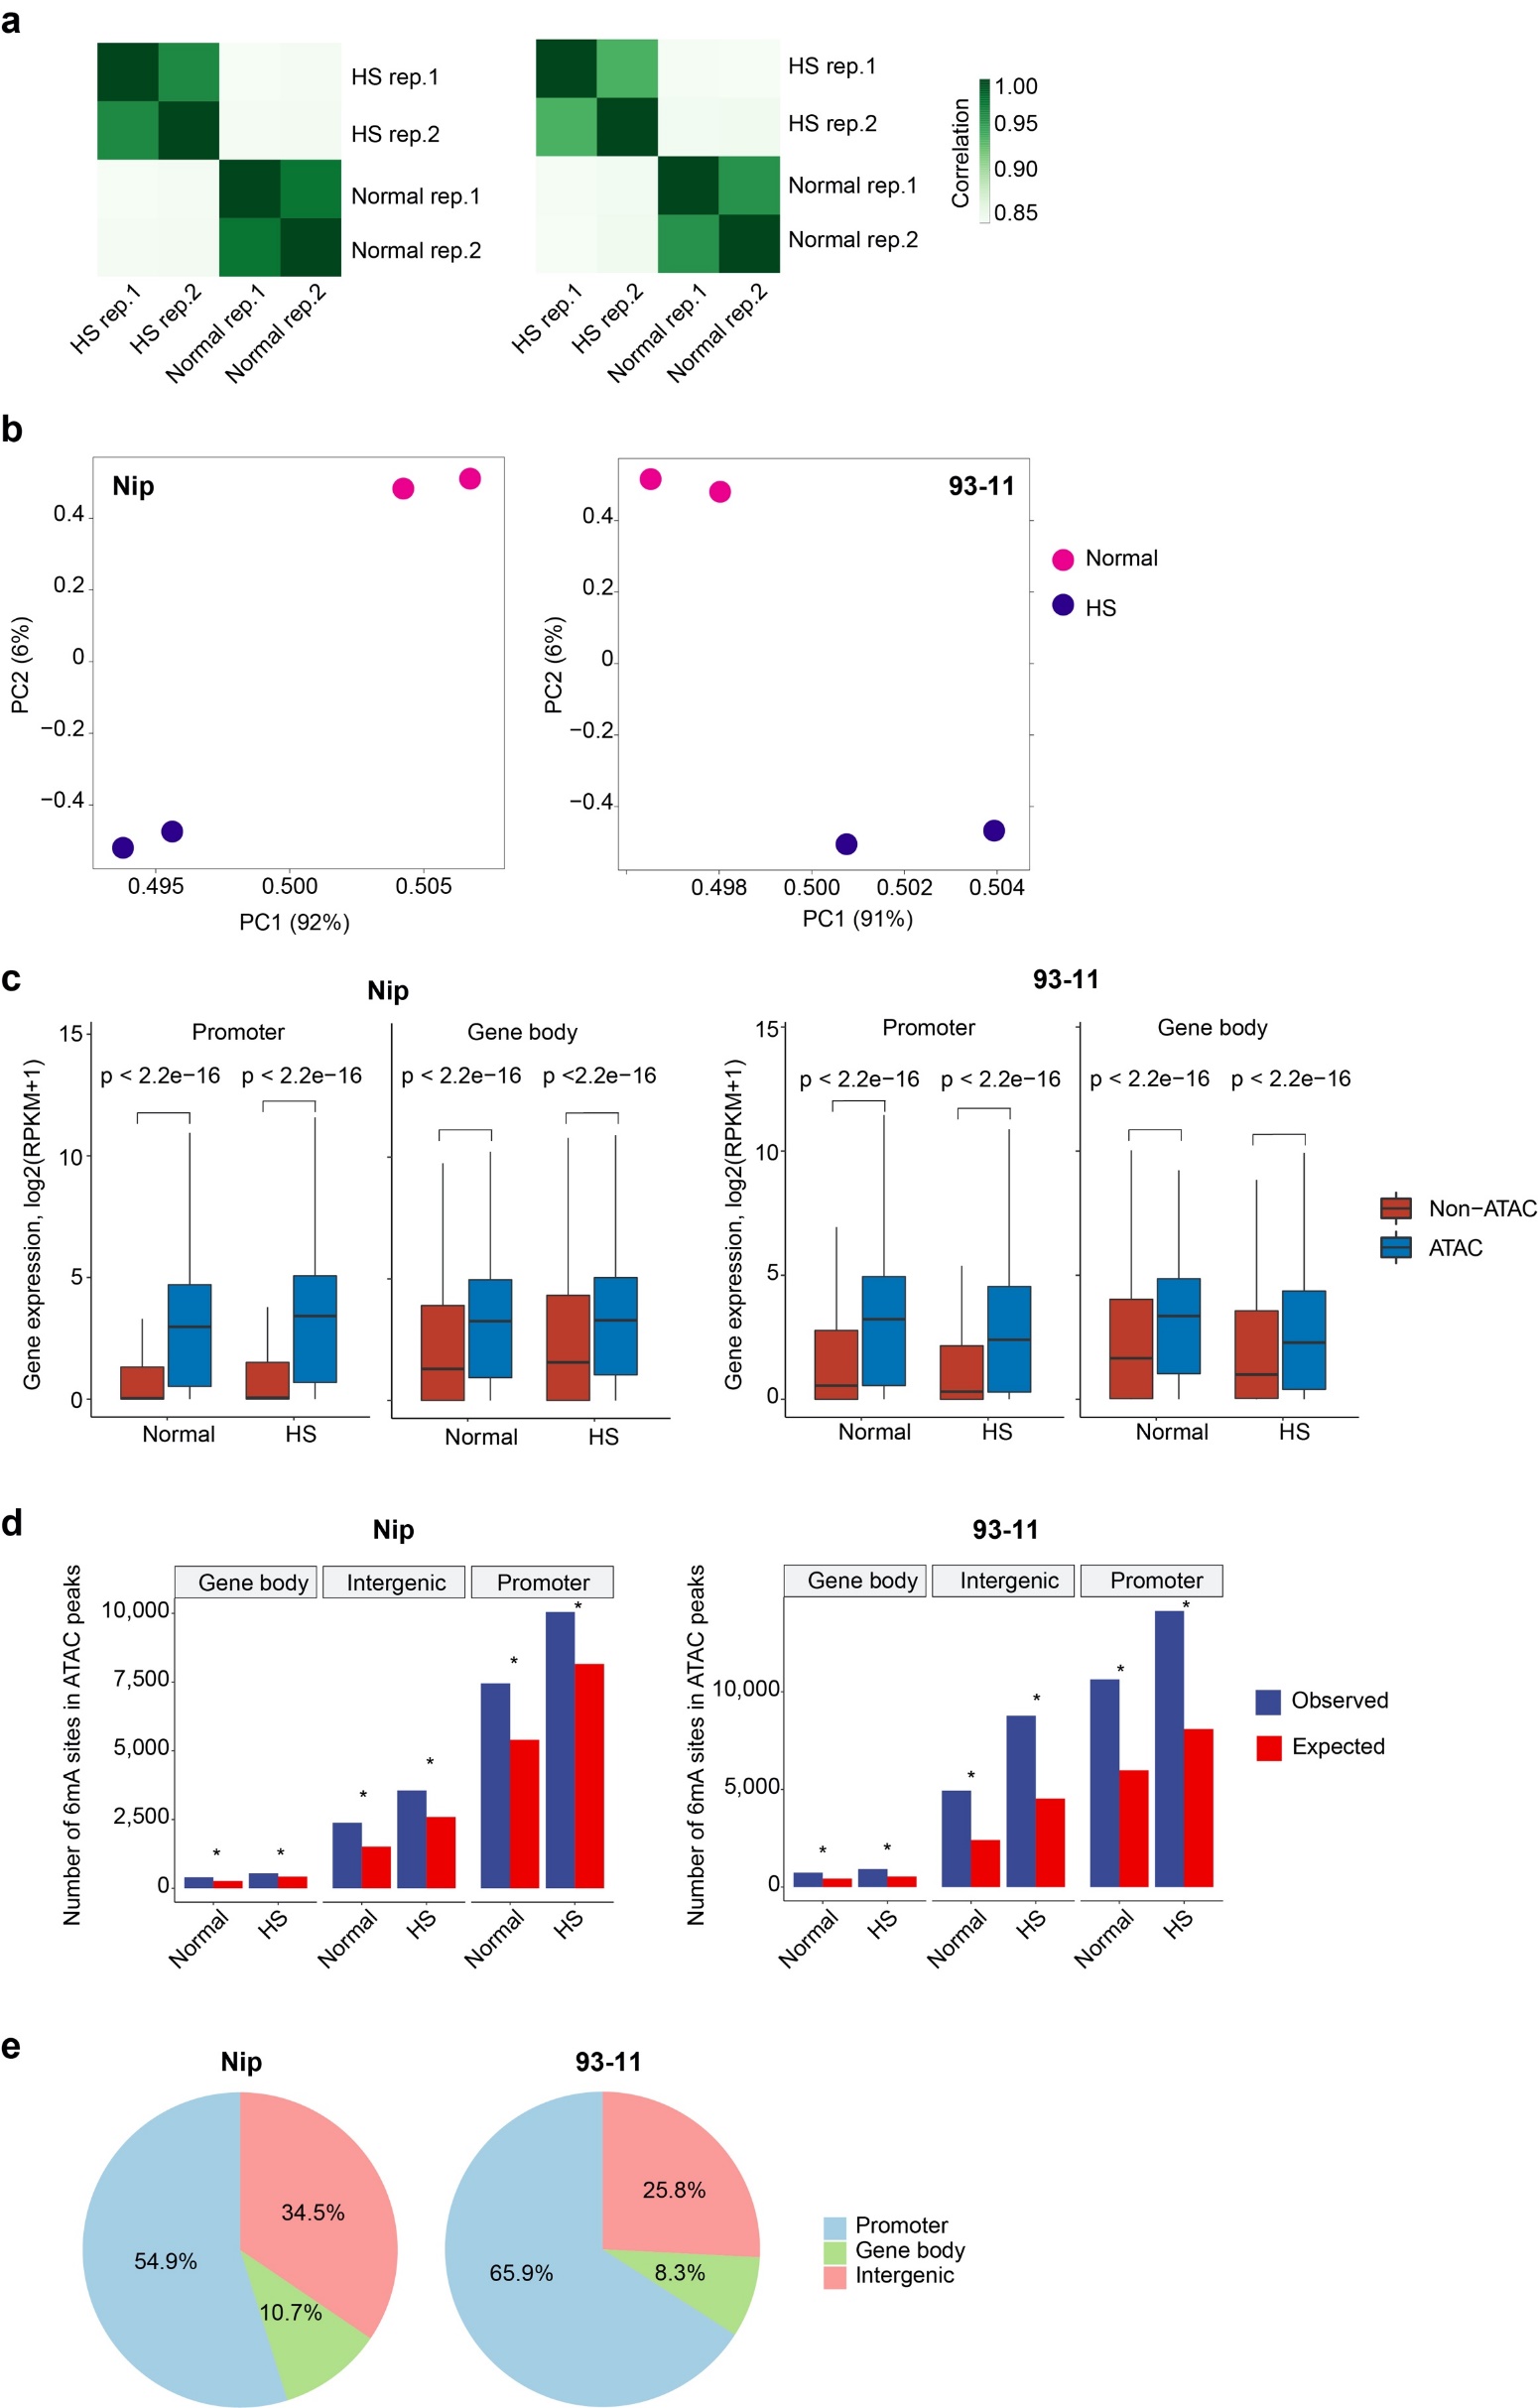

**Additional file 1: Figure S4.** ATAC-seq of rice Nip and 93-11 in normal and HS conditions. **a** Heatmap showing Pearson correlations between ATAC-seq experiments of normal and HS samples for Nip and 93-11. There were two biological replicates for each experiment. **b** PCA plot on the replicates of the ATAC-seq samples in Nip and 93-11, respectively. **c** Boxplot comparing gene expression between non-ATAC and ATAC marked promoter (2kb upstream of TSS) or gene body in Nip and 93-11, respectively. p values were calculated by performing two-sided Wilcoxon test. **d** Number of 6mA sites that overlapped with ATAC peaks within intergenic regions, promoters, and gene bodies. Asterisks indicate significant differences between observed 6mA sites and expected sites (binomial test, p < 10^−5^). **e** Distribution pattern of differential ATAC peaks within intergenic regions, promoters, and gene bodies.

How the deposited data were processed for this re-analysis (not part of the article)

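RNA-seq libraries of the aerial parts of 3-week-old seedlings were analysed for 4 groups of 3 libraries: Nip normal, Nip HS, Indica normal and Indica HS, where Indica stands for the second cultivar of the paper. HS was 45 °C for 36 h, with high humidity and less light than during growth, so HS against normal does not isolate heat. The authors deposited FPKM values, 1 per gene and library, made from reads that they aligned with STAR to the genome of each cultivar; the tool that computed the FPKM values is not named in the text. The authors used featureCounts and DESeq2 for their own calls. Genes at 0 in all libraries of a cultivar are not listed. Hi-C and ATAC-seq measurements, compartments and TADs were not analysed here, and neither were pathways, since the reference table used here does not pair the identifiers with names or descriptions.

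The design had been written for counts of reads. Since the values are FPKM, the test set beforehand for normalized values was used in its place: limma (version 3.58.1, R 4.3.3) with a trended prior on log2(FPKM + 1), over genes with an FPKM of at least 1 in at least 3 libraries. Nip and Indica were fitted apart. DEGs had a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change of at least 1 in size. The difference between cultivars was tested as an interaction term in one fit of the 12 libraries, over identifiers listed for both. The depth of each library is that of the paper's Table S3; the files hold no counts, so no counting error is given, and the precision of a value rests on the 3 replicates. Between normal and HS libraries, the steps among low FPKM values did not give a usable relative depth, and only libraries of the same group were compared in that way. Summaries and figures were made with Python 3.11.15.

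The fits were tested on simulated data with 200 changed genes, each with a true log2 change of 2 in size. They recovered 197 in Nip (2 wrong calls among 20221 genes) and 197 in Indica (0 wrong calls among 19666 genes). For the difference between cultivars they recovered 195 (2 wrong calls among 18992 genes). In the real data far more genes were called, 27.5% of those tested in Nip and 50.2% in Indica. The simulation therefore covers only a small set of large changes. It does not show how the fits handle smaller changes, genes of low expression or unequal FPKM sums.

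The genes given by identifier are LOC_Os02g35500, which the paper names, and per cultivar the 2 DEGs with the largest rise and the 2 with the largest fall among those with a mean FPKM of at least 10 over the 6 libraries and no overlap between the groups. Replicate numbers 1 to 3 come from the sample labels, which give the same numbers to each group. The alternatives were a pseudocount of 0.1, no filter on low values, quantile normalization, a replicate block, each replicate left out in turn, a test against a log2 fold change of 1, an adjusted p under 0.05, one fit of all 12 libraries, and a minimum difference between cultivars. Chosen after the data were seen were 2 rescalings and LOC_Os identifiers alone. For each replicate left out, the filter was first applied again. Keeping the same genes was decided after those values had been seen, and both versions are given.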

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

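Of the tests below, that on LOC_Os10g26940 and the last check of the length proxy were chosen only after the result was seen.

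The HS response differed between the cultivars for 13832 identifiers by the interaction test. Other assignments of the cultivar labels, within each treatment and keeping same-numbered libraries apart, gave as many calls in 2 of 32 cases, the real one included. The other case swapped the cultivar labels of all 3 HS libraries (15799 calls), which keeps the groups whole and measures the average difference between cultivars; the highest number among assignments that mixed the groups was 7902. Among these 32, none that mixed the libraries of the cultivars gave as many calls as the real one.

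Calls in opposite directions were found for 285 genes, fewer than the 1091 that independent calls would give. All 285 also passed the interaction test. If scaling of the libraries were the source, another scaling would remove most of them. The lowest number over 3 other scalings was 256, and of the 285 genes 207 were called in the same opposite directions with quantile normalization, 247 with the median ratio and 167 with values rescaled to sum to 1000000. The 256 also counts genes newly called. Both rescalings raise the fold changes in Nip relative to Indica, so they cannot test the 89 genes up in Nip and down in Indica, all kept. Quantile normalization kept 70 of these 89, and 137 of the 196 genes down in Nip and up in Indica. Of these 196, the median ratio kept 158 and the rescaling to a sum of 1000000 kept 78. Scaling therefore does not account for all opposite calls, but most calls down in Nip and up in Indica depend on the scaling. The normal values of LOC_Os10g26940 differ between cultivars by a log2 difference of 5.89, more than for 99.8% of shared LOC_Os identifiers, and its response differed by -9.13. That the identifier stands for another gene or allele in one cultivar, or shares reads with a paralog, cannot be told apart from a true difference in response. The same limit holds for LOC_Os12g14440 (difference in log2 fold change 8.93) and LOC_Os11g10590 (7.91), whose normal expression also differed more than for 99.9% of shared LOC_Os identifiers. The differences were 2.43 for LOC_Os08g36910, -3.18 for LOC_Os12g33130 and -1.36 for LOC_Os07g09190, which changed in the same direction in both cultivars. The rise of LOC_Os08g36910 stayed larger in Indica, but the size of its difference depended on the scaling. Its log2 fold changes were 9.42 in Nip and 10.46 in Indica with quantile normalization. They were 9.26 and 10.74 with values rescaled to sum to 1000000, and 8.70 and 10.87 with the median ratio. Other explanations for these differences were not tested.

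LOC_Os02g35500 fell further in Indica, by -0.91. Over 3 other scalings the difference closest to 0 was -1.18, with the median ratio. Both rescalings raise the fold changes in Nip relative to Indica, so they could only enlarge this difference and cannot test it. Quantile normalization, which is not bound in this way, gave -1.28 and so did not remove the difference. A scaling that acts in the other direction was not tried. The normal values of LOC_Os02g35500 differed between cultivars by a log2 difference of -0.29, more than for 36.9% of shared LOC_Os identifiers. This gives no sign that the identifier stands for different genes. It does not exclude a gene-specific mapping difference between the 2 genomes, which was not tested, and the pattern is not called biological here.

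The sum of FPKM upon HS was 0.703 times that of the normal libraries in Nip and 1.35 times in Indica, with every HS library below every normal one in Nip and above in Indica; this difference between cultivars was not tested. Without the 100 genes of highest mean FPKM the ratios were 0.773 and 1.20, nearer to 1 but still apart from it, so a few genes of high expression do not account for the change as a whole in either cultivar. The 10 genes of highest FPKM held 7.47% of the sum in normal and 13.7% in HS libraries of Indica, and 9.30% and 9.61% in Nip. A shift of transcripts between short and long genes was tested with a length proxy. The proxy was the mean normalized count in the paper's tables over the mean FPKM. Only 1998 rows of each table were read, while the paper reports 8759 DEGs in Nip and 14228 in Indica. In Nip, Spearman's rho across 1906 genes was 0.0898, just above the highest of 10000 permutations (0.0880; p = 0.0001, the smallest they can give), as a shift to longer genes would give. In Indica, rho across 1901 genes was 0.0263 (permutation p = 0.2589), within the permutations. The test was first run on listed genes with an FPKM of at least 1 in all libraries, on log2 ratios without a pseudocount, and rho stayed within the permutations in both cultivars. It was then run on all genes of the rows read that have FPKM values, because that minimum removes genes that fell. On the log2(FPKM + 1) scale, the genes of the first run gave a rho of 0.0923 in Nip (permutation p = 0.0028) and 0.0853 in Indica (permutation p = 0.0076), neither beyond the most extreme permutation. The rho of Nip was thus about as large with either set of genes, and that of Indica had the sign opposite to a shift to shorter genes. The proxy holds the same FPKM values as the fold change, so unequal scaling of HS and normal libraries can by itself give a rho. With the HS values freed of their median offset to the log2 ratios of the paper's tables, a check added after these values were seen, rho was 0.0697 in Nip (permutation p = 0.0022) and 0.0389 in Indica (permutation p = 0.0912), both within the range of the permutations. Removing the median offset thus lowered the rho in Nip but left it with a small permutation p. That offset therefore does not account for all of the rho in Nip. Since the proxy shares its FPKM values with the fold change, the test cannot decide whether transcripts shifted to longer genes in Nip. In Indica the test did not show a shift to shorter genes.

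Rice_newGene identifiers, which the paper's text does not discuss, were upregulated in 220 cases in Nip and 141 in Indica. Across the 316 such names shared by the cultivars, Spearman's rho of normal expression was 0.0763, against 0.898 across shared LOC_Os identifiers, as would be seen if the same name stood for different genes in the 2 cultivars. No biological explanation was tested for them.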

How the results depend on the processing

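Of 332 values under alternatives, 319 stayed and 13 moved. A log2 fold change stayed if it kept its direction and its side of the adjusted p threshold. A number of genes stayed if it was within 1.5 times the main number. None reversed, but a number of genes has no direction and could not. Many of the 332 come from leaving out a replicate. The tally also leaves out the balance of calls. With values rescaled to sum to 1000000, the upregulated share went from 35.3% to 66.8% in Nip and from 45.3% to 30.9% in Indica. The log2 fold change of LOC_Os02g35500 in Nip is among the 319, but at -0.99 with values rescaled to sum to 1000000 it was short of the size of 1 at which DEGs are called. Except where stated, the alternatives were set before the data were examined. In the test against a log2 fold change of 1, 979 genes were upregulated and 2444 downregulated in Nip, with 404 upregulated and 1441 downregulated in both cultivars. A difference in log2 fold change of at least 1 was reached by 7940 of the genes whose response differed. With values rescaled to sum to 1000000, chosen after the data were seen, 5055 genes were upregulated in Nip and 1179 in both cultivars. The median over genes of the shift in log2 fold change was 0.48 in Nip and -0.41 in Indica under that rescaling, 0.10 and 0.11 under quantile normalization, and 0.04 and -0.20 under the median ratio. The direction of change of genes with small changes therefore depends on the scaling. The unscaled log2 ratios had a small median offset from the paper's log2 ratios with the sign reversed. It was -0.068 in Nip (1090 genes) and 0.038 in Indica (1006 genes), over DEGs read with an FPKM of at least 1 in all libraries. For these genes the unscaled values lay nearer to the paper's ratios than the rescaling to a sum of 1000000 would put them. The paper's ratios carry the normalization of DESeq2, so this does not show which scaling is right. The cause of the unequal FPKM sums was not settled.

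With each replicate left out in turn on the same genes, the numbers were 2004 to 2047 upregulated and 3667 to 3722 downregulated in Nip, 4611 to 4680 upregulated and 5536 to 5608 downregulated in Indica, 758 to 786 upregulated and 2190 to 2220 downregulated in both, and 13305 to 13615 for the difference between cultivars. With the filter on low values applied again to the libraries left, 3523 to 5608 genes were downregulated in Indica and 1433 to 2221 in both. The low ends, 3583, 3581 and 3523 in Indica and 1448, 1447 and 1433 in both, came from leaving out normal Indica replicates 1, 2 and 3 in turn, which leaves fewer than 3 normal libraries, so genes expressed in these alone no longer pass the filter. Keeping the genes fixed was decided after the refiltered values had been seen.

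With the replicate number as a block, 2014 genes were upregulated in Nip, 5705 genes were called in Nip and 10226 in Indica, and 5686 and 10212 of these were also called without the block. Deviations of same-numbered libraries from their group means had a mean correlation of 0.038 in Nip and -0.0075 in Indica, so the numbers do not pair the libraries.

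Among the 4 splits of the 6 libraries of a cultivar that part every same-numbered pair, 1 gave as many DEGs in Nip and 1 in Indica, the real split in each case. Among all 10 splits of the 6 libraries, paired or not, it was again 1 in Nip and 1 in Indica, and no other split gave more than 1 call. So few splits cannot give a share under 0.05.

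DESeq2, the other size factors, and the filters on counts were not run, since the values are not counts. The restriction to identifiers tested in both fits was not run, since a gene called in both is tested in both. The gene sets of autophagy, antenna proteins and ER protein processing and the analysis within TADs were not run. Without counts, the depth limits what can be said of genes of low FPKM.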

Differences from the paper's values

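The paper reports 3788 upregulated genes in Nip, against 2008 here. Of the 1563 Nip DEGs of the paper that were read and tested, up or down, 400 were not called in the same direction. For 388 of these the log2 fold change here was under 1 in size. Across the 1563 genes the median ratio of the log2 fold change here to the paper's, sign reversed, was 0.82. The other rows were not read, so how much of the gap in upregulated genes this covers is not known. Of the alternatives set before the data were examined, a pseudocount of 0.1 (2766) and quantile normalization (2623) came within 1.5 times the paper's number. No filter on low values (2012), the replicate block (2014) and the test against a log2 fold change of 1 (979) did not. Neither did an adjusted p under 0.05 (2028), one fit of all 12 libraries (1659) or leaving out each replicate on the same genes (2004 to 2047). Keeping the same genes was decided later. With the filter applied again the range was 1595 to 2047, also beyond 1.5 times. Rescaling to a sum of 1000000, which was chosen after seeing the values, gave 5055, also within 1.5 times, while the median ratio, also chosen after seeing the values, gave 2162 and was not. Quantile normalization, in turn, took the downregulated genes beyond 1.5 times, with 3029 in Nip against the paper's 4971, 4867 in Indica against the paper's 7966, and 1733 in both against about 2900 in Fig. 2a, read by eye. The rescaling to a sum of 1000000 likewise took other numbers beyond 1.5 times, with 2507 downregulated genes in Nip, 3363 upregulated genes in Indica against the paper's 6262, and 1744 downregulated genes in both.

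For genes upregulated in both cultivars, the paper's number is about 1300 in Fig. 2a, read by eye, against 760 here. A pseudocount of 0.1 (1057) and quantile normalization (1111) came within 1.5 times, as did the rescaling to a sum of 1000000 (1179), chosen after seeing the values; the median ratio (720), chosen in the same way, did not. No filter (768), the block (764) and the test against a log2 fold change of 1 (404), all set before the data were examined, did not. Neither did an adjusted p under 0.05 (765), one fit of all libraries (774) or leaving out each replicate. Leaving out each replicate gave 758 to 786 on the same genes and 620 to 786 with the filter applied again.

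In the paper's Table S4 the log2 ratio is 10.83 for LOC_Os12g14440 and -8.87 for LOC_Os10g26940, against -10.60 and 8.07 here for HS over normal in Nip. All alternatives set before the data were examined kept the sign found here; choices of this kind could not turn the sign of changes of this size. The opposite sign is not particular to these genes. Of the 1998 rows of Table S4 read, 1563 are genes tested in Nip, and 99.1% of these have it. With the sign of the table reversed, Pearson's r across genes was 0.916. Positive log2 ratios make up 55.8% of the rows read, and the paper calls 56.8% of its Nip DEGs downregulated. A ratio of normal over HS would give such shares, but the remaining rows were not read.

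The legend of Fig. 3 describes the expression of LOC_Os02g35500 in Nip as not significantly changed. Here its log2 fold change in Nip was -1.47 (adjusted p = 4.528e-08, limma; 1.16e-10 to 1.939e-06 over the alternatives), lower in 3 of 3 HS libraries than in any normal library.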

Other observations

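The tests of replicate spread, gene lists and scaling below were chosen only after the larger number of DEGs in Indica was seen. If smaller replicate spread or greater depth were the source, the numbers of genes with a log2 fold change of at least 1 in size would be about equal; their ratio, Indica to Nip, was 1.78. Among identifiers tested in both cultivars the ratio of DEGs was 1.82, so different gene lists do not account for it. The lowest ratio over 3 other scalings was 1.44. Among shared LOC_Os identifiers with similar normal expression, where a mismatch of genes between cultivars is less of a concern, it was 1.95. A wider response to HS in Indica remains as a hypothesis. The shares of uniquely mapped reads in the paper's Table S3 were close, 87.3% to 88.4% in normal and 87.9% to 88.2% in HS libraries of Nip, and 87.5% to 89.0% and 86.2% to 87.5% in Indica. Whether single genes map unequally well in the 2 genomes was not tested.

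A further hypothesis was that neighbouring genes share their HS response. LOC_Os identifiers were put in the order of their numbers within each chromosome, which was not checked against coordinates. The correlation of log2 fold change between next neighbours was 0.0974 across 19553 genes in Nip and 0.130 across 19839 genes in Indica, above the highest of 1000 shuffles within chromosomes (0.0246 and 0.0222; p = 0.001, the smallest they can give). At 2 places apart it was 0.0283 in Nip and 0.0522 in Indica, again above the highest shuffle (permutation p = 0.001). At 5 places apart it was 0.00025 in Nip (permutation p = 0.492) and 0.0159 in Indica (permutation p = 0.017), within the range of the shuffles; these p-values are one-sided. The similarity therefore reaches past the next neighbour in both cultivars. At 5 places it was not seen in Nip, while in Indica the small permutation p leaves a weak similarity open. A shared response of neighbours cannot be told apart from reads shared by overlapping or near-identical genes that lie close together, for which runs of more than a pair of such genes were not tested.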
